# Activation of the p53-MDM4 regulatory axis defines the anti-tumour response to PRMT5 inhibition through its role in regulating cellular splicing

**DOI:** 10.1038/s41598-018-28002-y

**Published:** 2018-06-26

**Authors:** Sarah V. Gerhart, Wendy A. Kellner, Christine Thompson, Melissa B. Pappalardi, Xi-Ping Zhang, Rocio Montes de Oca, Elayne Penebre, Kenneth Duncan, Ann Boriack-Sjodin, BaoChau Le, Christina Majer, Michael T. McCabe, Chris Carpenter, Neil Johnson, Ryan G. Kruger, Olena Barbash

## Abstract

Evasion of the potent tumour suppressor activity of p53 is one of the hurdles that must be overcome for cancer cells to escape normal regulation of cellular proliferation and survival. In addition to frequent loss of function mutations, p53 wild-type activity can also be suppressed post-translationally through several mechanisms, including the activity of PRMT5. Here we describe broad anti-proliferative activity of potent, selective, reversible inhibitors of protein arginine methyltransferase 5 (PRMT5) including GSK3326595 in human cancer cell lines representing both hematologic and solid malignancies. Interestingly, PRMT5 inhibition activates the p53 pathway via the induction of alternative splicing of MDM4. The MDM4 isoform switch and subsequent p53 activation are critical determinants of the response to PRMT5 inhibition suggesting that the integrity of the p53-MDM4 regulatory axis defines a subset of patients that could benefit from treatment with GSK3326595.

## Introduction

Protein arginine methyltransferases (PRMTs) are enzymes that methylate arginine side chains to generate monomethylation (MMA), asymmetric (ADMA) and symmetric dimethylation (SDMA) on target proteins. PRMT5 activity is responsible for the vast majority of cellular SDMA^1,2^. PRMT5 methylation of the spliceosome is a key event in spliceosome assembly, and the attenuation of PRMT5 activity through knockdown or genetic knockout leads to the disruption of cellular splicing^3^. In addition, PRMT5 methylation of histone arginine residues (H3R8, H2AR3 and H4R3) is associated with transcriptional silencing, and symmetric dimethylation of H2AR3 has been further implicated in the repression of differentiation genes in embryonic stem cells^4^.

Increasing evidence suggests that PRMT5 is involved in tumourigenesis. PRMT5 protein is overexpressed in many cancer types, including lymphoma, glioma, breast and lung cancer. PRMT5 overexpression alone is sufficient to transform normal fibroblasts, while knockdown of PRMT5 leads to a decrease in cell growth and survival in cancer cell lines^5–9^. In breast cancer, high PRMT5 expression, together with high PDCD4 (programmed cell death 4) levels predict overall poor survival^7^. High expression of PRMT5 in glioma is associated with high tumour grade and overall poor survival and PRMT5 knockdown provides a survival benefit in an orthotopic glioblastoma model^8^. Increased PRMT5 expression and activity contribute to silencing of several tumour suppressor genes in glioma cell lines.

Recent studies highlighted PRMT5 as a key regulator of lymphomagenesis. The strongest mechanistic link currently described between PRMT5 and cancer is in mantle cell lymphoma (MCL). PRMT5 is frequently overexpressed in MCL and is highly expressed in the nuclear compartment where it increases the levels of histone methylation and silences a subset of tumour suppressor genes^5^. Recent studies uncovered the role of miRNAs in the upregulation of PRMT5 expression in MCL. It was reported that miR-92b and miR-96 levels inversely correlate with PRMT5 levels in MCL and that the downregulation of these miRNAs in MCL cells results in the upregulation PRMT5 protein levels^5^. Cyclin D1, the oncogene that is translocated in most MCL patients, associates with PRMT5 and increases its activity through a CDK4-dependent mechanism^10^. PRMT5 mediates the suppression of key genes that negatively regulate DNA replication allowing for cyclin D1-dependent neoplastic growth. PRMT5 knockdown inhibits cyclin D1-dependent cell transformation causing death of tumour cells. Additionally, PRMT5 has been implicated as a key regulator of p53 activity in lymphoma models^11^. Increased activity of PRMT5 leads to the methylation and inactivation of p53 in cyclin D1 driven lymphoma models, escaping the need of mutational inactivation of p53^11^. These data suggest that high PRMT5 activity leads to inactivation of p53 in certain genetic and phenotypic contexts, indicating that PRMT5 inhibition could lead to activation of p53 activity and its transcriptional programs in some p53 wild-type cancers.

Here we describe the cellular activity of two potent and selective inhibitors of PRMT5, GSK3203591 and GSK3326595. We demonstrate that PRMT5 inhibition attenuated growth and survival across solid and hematologic cancer cell lines. Lymphoma and breast cancer cell lines were among the most sensitive cell lines tested. Treatment of lymphoma cells with PRMT5 inhibitor induced G1 arrest and subsequent apoptosis in a subset of cell lines. Mechanistic studies demonstrated that PRMT5 inhibition alters gene expression and the splicing phenotype of cells. Alternative splicing events that occur in response to PRMT5 inhibition are enriched in genes that regulate cell cycle progression, suggesting that the splicing phenotype could potentially contribute to the anti-proliferative activity of PRMT5 inhibitors. Importantly, PRMT5 inhibition activated p53 activity in cancer cells through the induction of alternative splicing of the p53 regulator, MDM4. Genome-wide association studies suggest that p53 mutations are among the most highly correlated mutations with the anti-proliferative activity of PRMT5 inhibitors. These data suggest that PRMT5 inhibitors can potentially target many tumour types at least partially due to their ability to regulate cancer relevant pathways, such as p53 and cell cycle. Our data highlight the potential of PRMT5 inhibition as a treatment approach for human cancers and supports the progression of GSK3326595 to clinical trials in cancer patients with solid tumours and lymphoma (NCT02783300).

## Results

### The biochemical potency and mechanism of action of novel PRMT5 inhibitors, GSK3203591 and GSK3326595

The discovery of a chemical probe that selectively targets PRMT5/MEP50 activity was described previously (GSK3235025 (EPZ015666))^12^. GSK3235025 was further optimized through the medicinal chemistry efforts to improve the cellular potency, physicochemical properties and pharmacokinetics parameters to yield more drug-like molecules. Here we describe the activity of two highly selective PRMT5 inhibitors, GSK3203591 (*in vitro* tool molecule) and GSK3326595 (currently in clinical development) (Fig. 1A).

**Figure 1:**
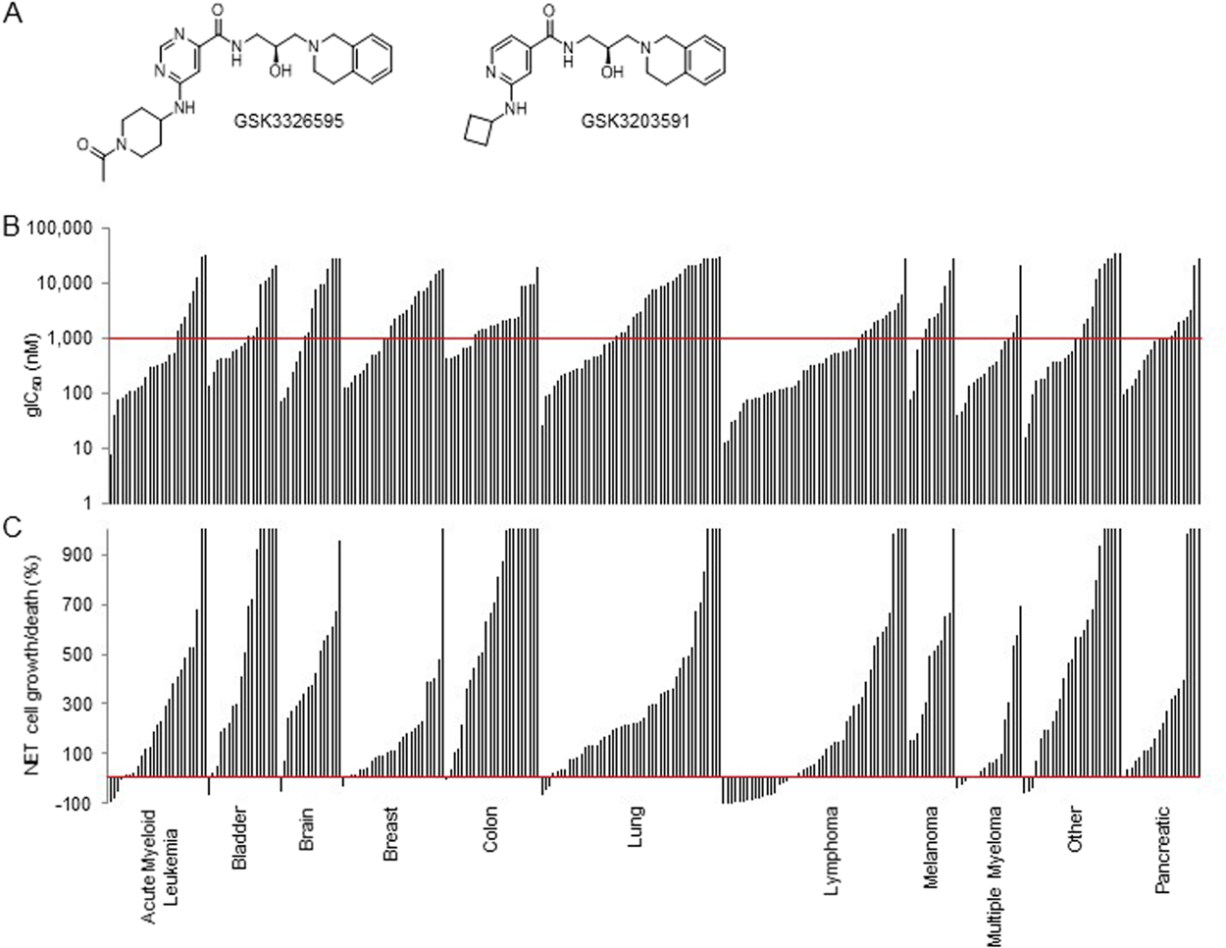
PRMT5 inhibition attenuates growth and survival in cancer cell lines. (**A**) Chemical structure of GSK3326595 (left) and GSK3203591 (right). (**B**) gIC_50_ (nM) and (**C**) net cell growth/death (%) values following a 6-day treatment with GSK3203591 in a panel of cell lines representing various tumour types. Bars represent average values for individual cell lines. Top dose of assay 29 uM. Cell lines with average gIC_50_ < 1 uM and net cell growth/death <0% represent the most sensitive and cytotoxic cell lines, respectively.

Analysis of the mechanism of inhibition data for GSK3326595 resulted in uncompetitive behaviour with respect to S-adenosyl-L-methionine (SAM) yielding a *K*_i_^app^ value of 43 ± 1 nM (Supplementary Figure S1A, top panel), while the peptide data was indicative of competitive inhibition yielding a *K*_i_^app^ value of 26 ± 1 nM (Supplementary Figure S1A, bottom panel). To determine the binding pocket, GSK3326595 was co-crystallized with the PRMT5/MEP50 complex and sinefungin, a natural product SAM analogue (data not shown). The inhibitor binds in the cleft normally occupied by the substrate peptide, consistent with the binding of EPZ015666^12^. Combined, the enzymatic and crystallographic data supports an inhibitory mechanism that is uncompetitive with SAM and competitive with substrate peptide similar to that observed with GSK3235025.

The inhibitory potency of GSK3326595 increased (decreasing IC_50_ values) with extended preincubation time revealing slow binding inhibition (Supplementary Figure S1B, top panel). This phenomenon was only observed in the presence of SAM, consistent with the SAM uncompetitive inhibitory mechanism where generation of the SAM:PRMT5 complex is required to support binding of GSK3326595. IC_50_ values were determined under conditions that showed near maximal potency (60 minute preincubation) to provide an estimate of the true potency (*K*_i_*^app^). GSK3326595 was found to be a potent inhibitor of PRMT5/MEP50 with an IC_50_ of 6.2 ± 0.8 nM (n = 7, Supplementary Figure S1B, bottom panel), resulting in a calculated *K*_i_^*app^ of 3.1 ± 0.4 nM.

To assess the ability of GSK3326595 to inhibit PRMT5/MEP50-dependent methylation of substrates other than histone H4, a panel of peptides derived from PRMT5 substrates involved in splicing and transcriptional silencing including SmD3, HNRNPH1, H2A and FUBP1 were evaluated (identification of substrates described in Supplementary Figure S2A). Following a 60 minute SAM:Enzyme:Inhibitor preincubation, GSK3326595 inhibited PRMT5/MEP50-catalyzed methylation of all tested peptide substrates resulting in similar *K*_i_^*app^ values of 3.0 ± 0.3, 3.0 ± 0.8, 9.9 ± 0.8, and 9.5 ± 3.3 nM for H2A, SmD3, FUBP1 and HNRNPH1, respectively (n = 4, *K*_i_^*app^ values were calculated from IC_50_ values based on the Cheng-Prusoff equation assuming competitive behaviour Supplementary Figure S1C), suggesting that the identity of the methylated substrate doesn’t impact the ability of GSK3326595 to inhibit PRMT5. Since GSK3326595 is competitive with the protein substrate, the concentration of these protein substrates relative to their *K*_M_ values for PRMT5 could still allow for differential inhibition in cells.

GSK3326595 was >4,000-fold selective for PRMT5/MEP50 over any other enzyme when tested in a panel containing 20 methyltransferases including PRMT9, the other Type II PRMT (IC_50_ > 40 µM, tested with substrate concentrations held near *K*_M_^app^, Supplementary Figure S1D). Selectivity for PRMT5/MEP50 over the other methyltransferases was also observed for GSK3203591. Overall, these data demonstrate that GSK3326595 and GSK3203591 are potent, selective, SAM uncompetitive, peptide competitive, slow binding inhibitors of PRMT5 activity.

### PRMT5 inhibition attenuates growth and survival in human hematologic and solid cancer cell lines

To further develop these molecules and to guide clinical strategy, it was necessary to understand sensitivity in preclinical models by assessing the anti-tumour activity of the PRMT5 inhibitors in various cancers. GSK3203591 and GSK3326595 were profiled in a 6-day *in vitro* growth/death assay using a panel of hematologic and solid cancer lines (Fig. 1B,C, Supplementary Table 1). To compare the sensitivity to PRMT5 inhibition between cell lines, growth IC_50_ (gIC_50_) values and net cell growth/death values were calculated. gIC_50_ values for GSK3203591 ranged from 7.6 nM to over 30 µM, but the majority (147/276) of cell lines exhibited values below 1 µM. Lymphoma, including MCL and diffuse large B-cell lymphoma (DLBCL), breast, and multiple myeloma cell lines were among the most sensitive tumour types and had gIC_50_ values in the low nM range (Fig. 1B). PRMT5 inhibition induced net cell death (net cell growth/death < 0%) in a subset of cancer cell lines at concentrations above 100 nM (Fig. 1C). MCL and DLBCL cell lines exhibited the strongest net cell death response. The gIC_50_ values for GSK3326595 and GSK3203591 were similar across the panel of cell lines tested (Supplementary Figure S1E, Supplementary Table 2), and due to similar biochemical and cellular potency, these compounds were used interchangeably in subsequent experiments. Since the growth/survival effects of PRMT5 inhibitors are time-dependent (Fig. 2D,F, Supplementary Figure S5D,E), the anti-proliferative activity of GSK3203591 was further profiled in a panel of 240 cancer cell lines representing 40 different tumour types in a 10-day growth/death assay (Supplementary Figure S1F, Supplementary Table 3). gIC_50_ values ranged from 2.5 nM to over 10 µM, and breast, acute myeloid leukemia, and multiple myeloma were amongst the most sensitive tumour types. Since lymphoma and breast cancer cell lines were among the most sensitive in the proliferation screens, subsequent mechanistic studies were performed in these tumour types.

**Figure 2:**
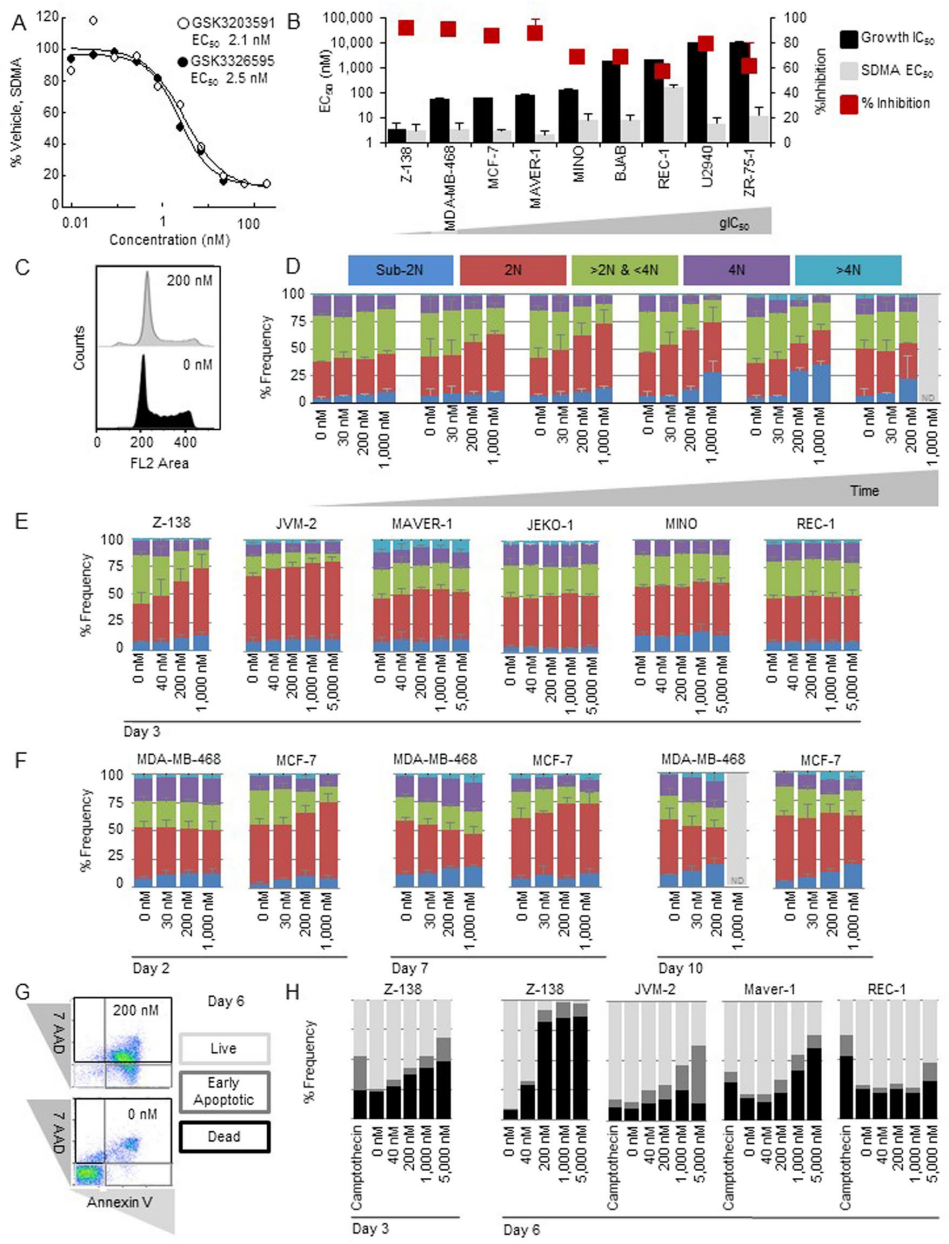
PRMT5 inhibition decreases global cellular SDMA methylation and attenuates cell cycle and viability of cancer cell lines. (**A**) Representative SDMA dose-response curve (total SDMA normalized to SMD3) following 3 days of compound treatment. (**B**) Growth IC_50_ (6 days treatment) in comparison to SDMA EC_50_ and percent decrease in SDMA (maximum minus minimum at concentrations evaluated) in a panel of MCL cell lines (3 days treatment with GSK3326595). (**C**) Representative cell cycle histogram of Z-138 cells treated with 0 or 200 nM GSK3326595 for 3 days. Propidium iodide stained nuclei were evaluated by flow cytometry. (**D**) Cell cycle distribution of Z-138 cells treated with 30, 200 and 1,000 nM GSK3326595 for 1, 2, 3, 5, 7, or 10 days. ND, not determined. (**E**) Cell cycle distribution of a panel of MCL cell lines treated with 40, 200, 1,000, and 5,000 nM GSK3326595 for 3 days. (**F**) Cell cycle distribution of breast cancer cell lines treated with 30, 200, and 1,000 nM GSK3326595 for 2, 7, or 10 days. (**G**) Representative plot of early apoptosis (Annexin V) and cell death (7AAD) markers comparing cells treated with DMSO and cells treated with 200 nM GSK3326595 by flow cytometry. (**H**) Annexin V and 7AAD staining of MCL cell lines treated with 40 nM, 200 nM, 1,000 nM or 5,000 nM GSK3326595 for 3 or 6 days.

### PRMT5 is responsible for global cellular symmetric dimethyl arginine (SDMA) methylation of proteins involved in RNA splicing

PRMT5 is responsible for the vast majority of cellular symmetric arginine dimethylation^1,2^. To investigate the biological mechanisms linking PRMT5 inhibition to the anti-proliferative activity in cancer cell lines, methylated PRMT5 substrates were identified using a pan SDMA antibody recognizing a subset of cellular proteins that are symmetrically dimethylated at arginine residues. The identities of the proteins detected by the SDMA antibody were determined in Z-138 cellular lysates (the most sensitive mantle cell lymphoma cell line in a 6-day growth/death assay) from control- and PRMT5 inhibitor-treated cells by immunoprecipitation with the SDMA antibody followed by mass-spectrometric analysis (Methylscan^TM^). Most of the SDMA-containing proteins identified were factors that are involved in cellular splicing and RNA processing (SmB, Lsm4, hnRNPH1 and others), transcription (FUBP1), and translation, highlighting the role of PRMT5 as an important regulator of cellular RNA homeostasis (Supplementary Figure S2A, >2 fold GSK3203591/DMSO changes are shown). While SmB and Lsm4 have been previously reported to be methylated by PRMT5^13^, these data reveal novel PRMT5 substrates, such as hnRNPH1 and FUBP1.

To explore the potential utility of SDMA to be used as a pharmacodynamic biomarker for PRMT5 inhibition, GSK3326595- and GSK3203591-dependent inhibition of cellular SDMA were measured by western and ELISA. First, Z-138 MCL cells were treated with increasing concentrations of GSK3326595 and GSK3203591 to determine the cellular EC_50_ of SDMA inhibition following 3 days of treatment (Fig. 2A). An ELISA revealed changes in SDMA levels with EC_50_ values of 2.5 and 2.1 nM (GSK3326595 and GSK3203591, respectively). Nearly complete inhibition of SDMA was observed at concentrations similar to that required for complete inhibition of net cell growth in Z-138 cells (gIC_100_ = 80.7 nM in a 6-day growth/death assay). These data suggest that complete inhibition of net cell growth and the induction of net cell death in Z-138 cells require near-complete suppression of global SDMA levels. The cellular potency of GSK3326595 (SDMA EC_50_) was further assessed in a panel of breast and lymphoma cell lines representing a range of sensitivities to PRMT5 inhibition (Fig. 2B). SDMA levels decreased in all cell lines treated with GSK3326595 at EC_50_ values of 2 to 160 nM and with a range of maximal percent of inhibition (57–91%). Overall, GSK3326595 inhibited SDMA in all cancer cell lines tested. A trend of more robust inhibition of SDMA was observed in cell lines that are sensitive to PRMT5 inhibition in a proliferation assay.

### PRMT5 inhibition attenuates cell cycle and viability of cancer cell lines

To investigate the mechanism of the growth attenuation by PRMT5 inhibitors, we evaluated the effects of GSK3326595 on the distribution of Z-138 cells in the phases of cell cycle (Fig. 2C). Propidium iodide stained nuclei of Z-138 cells treated with a range of concentrations of GSK3326595 for 1, 2, 3, 5, 7, or 10 days (Fig. 2D) were evaluated by flow cytometry. A dose- and time-dependent G1 arrest (an increase in 2 N DNA) was evident in Z-138 cells treated for 2, 3, and 5 days with a reciprocal decrease in >2 N & <4 N, and 4 N cell populations. After 5 days of treatment, an increase in the sub-2N population (cell death) was observed. We further evaluated the cell cycle profiles of lymphoma and breast cancer cell lines of varying sensitivities to GSK3326595 (Fig. 2E, 3 days post treatment). GSK3326595 treatment led to an increase in the 2 N population in the most sensitive MCL cell lines, Z-138 and JVM-2 (gIC_50 _ < 100 nM) while having no effect on cell cycle distribution in the less sensitive MCL cell lines, JEKO-1, MINO, and REC-1 (gIC_50_ > 100 nM). When tested in breast cancer cell lines, GSK3326595 treatment resulted in an accumulation of MCF-7 cells in the 2 N population after 2 and 7 days of treatment, while in MDA-MB-468 cells the treatment resulted in a decrease in 2 N, and an increase in sub-2N, 4 N and >4 N with 7 and 10 days of treatment. In both MDA-MB-468 and MCF-7, an accumulation of the sub-2N population was observed after 7 and 10 days of treatment, respectively (Fig. 2F). The effects of GSK3326595 in lymphoma and breast cancer cell lines suggest that PRMT5 inhibition results in context-dependent effects on cell cycle (a 2 N population increase was observed only in a subset of sensitive models, while a decrease in 2 N and an increase in 4 N was observed in MDA-MB-468). It is interesting to note that the increase in the 2 N population in response to PRMT5 inhibition, corresponding to a G1 arrest, was observed only in p53 wild-type cell lines (Z-138, JVM-2 and MCF-7).

**Figure 3:**
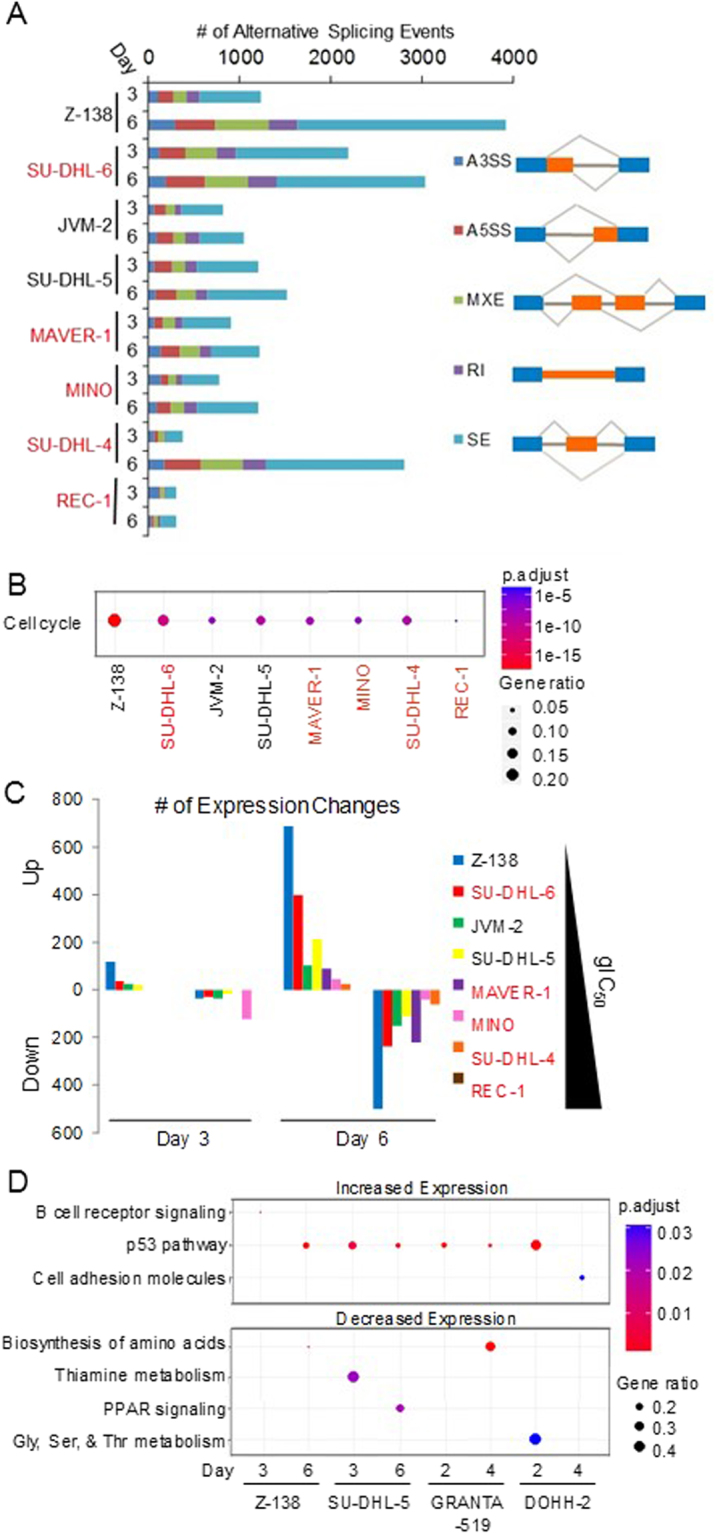
PRMT5 inhibition causes changes in gene expression and splicing. (**A**) The number of significant rMATS alternative splicing events (FDR < 0.01, SD < 0.2, junction coverage > 10, −0.2 < IncLevelDifference >0.2) in lymphoma cell lines treated with 200 nM GSK3326595 for 3 days. p53 mutant cell lines are highlighted in red. (**B**) Significantly alternatively spliced genes were submitted for enrichment of gene sets for each cell line using MsigDB where cell cycle was one of the top gene sets for all cell lines. This cell cycle gene set compiled from all cell lines was analyzed by ReactomePA. p53 mutant cell lines are highlighted in red. (**C**) The number of significant gene expression changes (FDR < 0.05) in lymphoma cell lines following treatment with 200 nM GSK3326595 for 3 or 6 days. Cell lines are sorted by decreasing sensitivity based on gIC_50_ values in a 6-day proliferation assay. p53 mutant cell lines are highlighted in red. (**D**) Significantly changed genes in p53 wild-type cell lines were submitted for MsigDB enrichment analysis (Broad) and the most significantly enriched gene set for each cell line is reported.

To further evaluate the effects of PRMT5 inhibition on cell death, we performed Annexin V and 7AAD staining (markers of early apoptosis and cell death) in a panel of MCL cell lines. Treatment of Z-138 cells led to a dose-dependent increase in early apoptotic and dead cells (Fig. 2G). A dose-dependent increase in early apoptotic and dead cells was also evident in JVM-2 and MAVER-1 after 6 days of treatment (Fig. 2H). In REC-1 cells, GSK3326595 treatment had minimal effect on cell death, consistent with our previous finding that this cell line is resistant to PRMT5 inhibition in a growth/death assay. These data confirm the results of our growth/death assay, which also suggested that PRMT5 inhibition induces cell death in a subset of MCL lines in a dose- and time-dependent manner.

### PRMT5 inhibition impacts cellular splicing and gene expression

Since in our SDMA target identification studies the majority of symmetrically methylated arginines were detected on proteins that regulate RNA splicing, we next sought out to explore the effect of PRMT5 inhibition on cellular splicing by RNA-sequencing (RNA-seq) analysis in a panel of lymphoma cell lines with a range of sensitivities to PRMT5 inhibition. In these datasets, PRMT5 inhibition induced alternative splicing events in thousands of genes, supporting the reported splicing defect^3^ (Fig. 3A). 

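RNA from 8 lymphoma cell lines was sequenced after 3 and 6 days with 200 nM of the PRMT5 inhibitor GSK3326595 or with its vehicle, DMSO. Z-138, JVM-2, MAVER-1, MINO and REC-1 are mantle cell lymphoma lines, and SU-DHL-4, SU-DHL-5 and SU-DHL-6 are diffuse large B-cell lymphoma lines. p53 is wild-type in Z-138, JVM-2 and SU-DHL-5 and mutant in the other 5 lines (Fig. 3A). Each of the 16 comparisons of treated with vehicle cells (8 lines on 2 days) had 2 libraries per group, 64 libraries in all. The sample labels call the 2 libraries duplicates and do not say whether they came from separate cultures, so the spread between them may be technical. Libraries were made from total RNA depleted of ribosomal RNA with a stranded kit, and the paper's stated depth is 60000000 to 80000000 read pairs of 101 bases per library.
The authors compared the groups with rMATS, which counts the reads that include and the reads that skip an alternative part of a transcript. It covers 5 types of event, namely skipped exons, retained introns, alternative 5′ and 3′ splice sites and mutually exclusive exons. The inclusion level is the share of transcripts, from 0 to 1, that hold the alternative part (the exon, the intron or the longer form at a splice site), estimated from counts divided by the number of positions from which each form can be read. For mutually exclusive exons it is the share that holds a given exon of the pair, so lower or higher there means no loss or gain of sequence. Tallies of events per gene, lower or higher, count every type unless a type is named. The submitters' processing notes name STAR 2.5.2b, Cuffdiff and the genome build GRCh38, and the version of rMATS is not given in the sources used here. The deposited tables hold the 22812 events that passed the authors' filter and no event that failed it, so neither the events tested nor a background for enrichment is known. The largest FDR in the authors' deposited tables was 0.009997, the largest SD between the libraries of a group was 0.1999, and each group had at least 11 counts per event. The smallest absolute inclusion difference was 0.151, and 5881 events (26.4% of those with a readable difference) had an absolute difference of 0.2 or less.
The tables head their columns as a first and a second group and do not name the treatment. Directions are therefore given by column group here, so that an exon lower in the second group had a smaller inclusion level there. MDM4 exon 6, which the paper reports as skipped in treated cells, was lower in the second group in each of the 9 comparisons that list it, whereas the other 7 comparisons hold no event with such a known direction. Counted per pair of lines, shared events of MAVER-1 had the same sign in 318 of 319 cases on day 3. On day 6 it was 949 of 965 for MAVER-1 and 1612 of 1626 for SU-DHL-6, and 334 of 338 for MINO on day 3. These values argue against a column order opposite to that of the other lines there. Fewer cases were shared by SU-DHL-4 on day 3 (26 of 31) and REC-1 (33 of 37 on day 3, 55 of 57 on day 6). Inclusion levels were recomputed from the counts summed over the 2 libraries of each group. Outside mutually exclusive exons, 9437 pairs of counts had been joined into a single number, and 9370 of them (99.3%) could be separated again because only 1 separation gave the listed inclusion levels. The listed events had a median of 12 to 78 counts per library, lowest in REC-1 on day 6 (12 to 18) and in SU-DHL-4 on day 3 (17.5 to 24). Summed over its listed events a library had 4452 to 752492 counts, which moves with the number of events listed and is not the depth of the library. Tests between days, lines or directions took the cell line as the replicate and were exact permutation tests, two-sided.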

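On day 3 between 144 and 1173 genes per cell line had an alternative splicing event, and on day 6 between 197 and 2041. Over all lines this came to 3085 genes on day 3, 4537 genes on day 6 and 5415 genes on either day. Z-138, the most sensitive line of Fig. 3C, had 1236 events in 816 genes on day 3 and 3925 events in 2041 genes on day 6. SU-DHL-6 had 2194 events on day 3 and 3026 on day 6, and SU-DHL-4 had 379 and 2807. JVM-2 had 817 and 1049, SU-DHL-5 had 1196 and 1514, MAVER-1 had 897 and 1341, and MINO had 683 and 1198. REC-1, the least sensitive line, had 307 events on day 3 and 243 on day 6, but 135 of its day 3 events stand in tables that are copies of its skipped exon and retained intron tables, and 172 events remain without them. Its own day 3 tables of alternative 5′ and 3′ splice sites are not among the files, so these 172 cover 3 of the 5 event types. Skipped exons made up 55.4% of events on day 3 and 54.6% on day 6.
Events were more numerous on day 6 than on day 3 in 7 of 8 lines, by 1.80-fold on average (mean log2 ratio 0.85, exact sign-flip test over lines, p = 0.0156). The exception was REC-1, whose day 3 total includes copied tables and lacks 2 event types. In skipped exons alone REC-1 had 114 events on day 3 and 144 on day 6, and 8 of 8 lines had more on day 6 (mean log2 ratio 0.874, exact p = 0.0078). Among events with at least 20 counts in every library the mean log2 ratio was also 0.85, but the test no longer passed (exact p = 0.148). At this minimum REC-1 had 122 events on day 3 with its copied tables and 65 without them, against 49 on day 6. The test at this minimum was not run without the copies, so the lost call may rest on them. The geometric mean number of events was 1065 in the 3 p53 wild-type lines and 690.0 in the 5 mutant lines on day 3, and 1840 and 1271 on day 6. Neither difference was larger than the spread between lines (exact permutation test over 56 splits, p = 0.393 and p = 0.625, where the smallest p possible is 0.0179). The median SD between the 2 libraries of a group was 0.0255 to 0.0474 per comparison, against a median absolute inclusion difference of 0.2385 to 0.342, in events that the authors had selected for that difference. At an FDR below 0.001, 3486 events remain on day 3 and 8585 on day 6, and at absolute differences of at least 0.3, 2589 and 5263.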

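Exons were mostly lower and introns mostly higher in the second group. On average over the 8 lines, 72.3% of skipped exons on day 3 (57.9% to 81.0% per line) and 73.8% on day 6 (60.7% to 82.3%) had a lower inclusion level in the second group, with over 50% in 8 of 8 lines on both days (exact sign-flip test, p = 0.0078 each, the smallest that 8 lines allow). Of retained introns, 21.9% were lower in the second group on day 3 (13.1% to 45.0%, exact p = 0.0078) and 25.5% on day 6 (exact p = 0.0156), and the remainder were more often retained there. The exception was REC-1 on day 6, with 7 of 12 introns lower, and at an FDR below 0.001 the day 6 test for introns no longer passed (26.0%, exact p = 0.0703). At alternative 5′ splice sites the longer form was lower in the second group in 33.0% of events on day 3 (7 lines, exact p = 0.0156) and 39.6% on day 6 (8 lines, exact p = 0.0469). Alternative 3′ splice sites had no such direction (47.8% and 51.8%, exact p = 0.5 and 0.617).

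**Figure D1:**
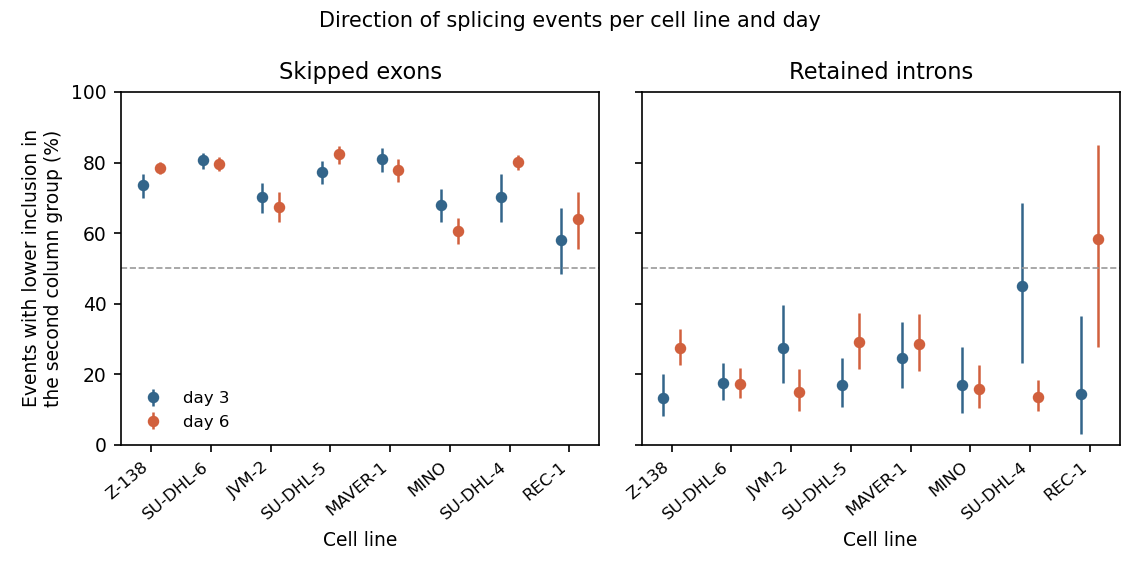
Percent of skipped exon events (left) and retained intron events (right) with a lower inclusion level in the second column group, for each cell line on day 3 (blue) and day 6 (orange), with exact 95% binomial intervals that cover counting error only. The dashed line marks 50%, and all skipped exon points lie above it, from 57.9% to 82.3%.

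Events listed in several lines had mostly 1 direction. On day 3, 706 of 6590 distinct events (10.7%) were listed in 2 or more lines, and 672 of the 690 with a readable sign (97.4%) had the same direction in all of them. On day 6 these were 1799 of 12298 events (14.6%) and 1704 of 1756 (97.0%). When signs were shuffled within each line and day, at most 47.2% (day 3) and 43.7% (day 6) of shared events had a single direction in 100 shuffles. The shuffles mixed the event types, so they do not keep the opposite leanings of exons and introns. Part of the agreement between lines can come from these leanings alone. Counted per pair of lines on day 3, the direction was the same in 83.9% of cases for SU-DHL-4 (26 of 31) and 89.2% for REC-1 (33 of 37). In the other lines it was the same in 98.3% to 99.7%.
The most widely shared introns went both ways. An intron of CDK5RAP3 on chromosome 17 (47975654 to 47975868, GRCh38) was more retained in the second group in 7 lines on day 3, with a mean first-minus-second difference in inclusion level of -0.245 ± 0.079 (SD, n = 7 lines). An intron of SGSM3, which encodes a RAB GTPase-activating protein, on chromosome 22 (40407329 to 40407412) was the only event listed in 8 of 8 lines, with -0.331 ± 0.151 (SD, n = 8) on day 6. PAN2, the nuclease of a poly(A)-shortening complex, had a pair of introns more retained in the second group in 7 lines on day 6 (-0.350 ± 0.101 and -0.312 ± 0.072, SD, n = 7), as did ANKZF1 (-0.320 ± 0.064, SD, n = 7). An intron of CD79A, which encodes a signalling chain of the B-cell receptor, on chromosome 19 (41879176 to 41879534, 359 nt) was instead less retained in the second group, by 0.290 ± 0.068 (SD, n = 6 lines) on day 3 and 0.368 ± 0.066 (SD, n = 7) on day 6. Of shared exons, a 33 nt exon of DNM1L, the GTPase of mitochondrial fission, was lower in the second group in 7 lines on day 6 (0.339 ± 0.051, SD, n = 7). So were exons of SUN1, an inner nuclear membrane protein (0.368 ± 0.089, SD, n = 5, day 3), RPAIN (0.244 ± 0.078, SD, n = 6, day 3), NADK, the NAD kinase (0.204 ± 0.025, SD, n = 6, day 3), and CPNE1 (0.298 ± 0.099, SD, n = 7, day 6). The longer form at a 5′ splice site of HNRNPC, an RNA-binding protein of nascent transcripts, was higher in the second group in 6 lines on day 3 (-0.219 ± 0.041, SD, n = 6), and so was the longer form at a 3′ splice site of the ubiquitin ligase gene RNF216 (-0.322 ± 0.090, SD, n = 6).
The largest skipped exon differences within single comparisons, among exons with at least 20 counts in every library, came from genes of varied function. In Z-138 on day 6 inclusion of an exon of the ribosomal protein gene RPL17, whose processed pseudogenes can share its reads, was 0.919 in the first group and 0.118 in the second, over 1621 counts. In SU-DHL-6 an exon of the mitotic kinase gene AURKB went from 0.731 in the first group to 0.223 in the second on day 3, and an exon of WRAP73 from 0.938 to 0.277 on day 6. In JVM-2 on day 3 an exon of RPGR went from 0.962 to 0.400. HDHD2 in MINO on day 3 (0.123 and 0.593), FAM161A in JVM-2 on day 6 (0.237 and 0.791) and RNF216 in Z-138 on day 3 (0.123 and 0.572) were the genes among these whose exon was higher in the second group. Each of these levels comes from counts summed over 2 libraries.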

Of note, one of the most enriched gene sets with alternative splicing events across all cell lines tested was cell cycle regulation (Fig. 3B and Supplementary Tables 4–11), suggesting that splicing defects play a role in the cell cycle arrest and cell death phenotype observed upon treatment with PRMT5 inhibitor.

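Of 146 cell cycle genes listed before the data were examined, 69 had an alternative splicing event in at least 1 line, 42 on day 3 and 58 on day 6. Per line there were 0 to 18 such genes on day 3 and 7 to 26 on day 6, with none in REC-1 on day 3, where only 3 of the 5 event types could be searched. At an FDR below 0.001 the list had 27 genes with an event on day 3 and 33 on day 6. Counted once per comparison, 160 of 197 skipped exon events in these genes (81.2%) were lower in the second group, and 15 of 17 retained introns were higher there. Over all genes these were 9577 of 12515 skipped exon events (76.5%) lower and 1775 of 2222 retained introns higher, and no list was tested against them. ATM, the kinase of the DNA double-strand break response, had events in 7 lines, 13 lower and 9 higher in the second group where a direction could be read, and inclusion of an 88 nt exon was 0.839 in the first group and 0.254 in the second in SU-DHL-5 on day 6. UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, had 31 events in 6 lines, of which 27 were lower in the second group, and a 151 nt exon went from 0.923 to 0.317 in Z-138 on day 6. ANAPC16, a subunit of the same complex, had 32 events in 6 lines, 21 lower and 7 higher in the second group where a direction could be read, the largest being the longer form of an alternative 5′ splice site that rose from 0.129 to 0.686 in SU-DHL-6 on day 6. FBXW7, a substrate receptor of an SCF ubiquitin ligase that degrades cyclin E, had 6 events in 6 lines, with a 48 nt exon at 0.920 and 0.358 in MAVER-1 on day 6.
Of 112 genes of mitosis and the centrosome, 71 had an event, 40 on day 3 and 63 on day 6. In these, 153 of 199 skipped exon events (76.9%) were lower in the second group and 26 of 27 retained introns were higher. PCNT, the pericentrin scaffold of the centrosome, had 16 events in 7 lines, all of them lower in the second group, the largest at 0.817 and 0.287 for the longer form at a 5′ splice site in SU-DHL-6 on day 6. SSNA1 had 13 events in 7 lines, all lower in the second group. An exon of the centrosome gene CEP192 went from 1 to 0.565 in JVM-2 on day 6, and an exon of KNTC1, a kinetochore protein, from 1 to 0.335 in MAVER-1 on day 3.
Because genes that were tested and had no event are not in the tables, no enrichment was computed. Instead the mean number of lines with an event was set against 10000 random lists of genes with an event, matched on the number of exons. Cell cycle genes with an event had one in 2.33 lines on average against 2.20 in random lists (permutation test, p = 0.467, adjusted p = 0.584 over 10 lists), and genes of mitosis and the centrosome in 2.45 against 2.24 (permutation p = 0.254, adjusted p = 0.506). Neither list recurred in more lines than random lists beyond chance. From the gene set enrichment of Fig. 3B, the paper proposes that splicing defects contribute to the cell cycle arrest and the cell death of treated cells.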

One particular alternative splicing event observed in a PRMT5 knockout mouse model, skipping of MDM4 exon 6, has been linked to p53 pathway activation^14^. The loss of exon 6 in MDM4 is proposed to be a sensing mechanism for splicing defects, whereby the skipping of this exon results in loss of the p53 interacting domain, releasing p53 from MDM4 inhibition^3,15^. 

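MDM4 (ENSG00000198625.12) encodes a p53-binding protein that restrains p53 and lies on the + strand of chromosome 1 from 204516379 to 204558120 (GRCh38, GENCODE 29). Exon 6 spans 204537430 to 204537497 and is 68 nt long. It is the exon numbered 6 in the protein-coding transcripts MDM4-203 and MDM4-207, and all of it is coding sequence. Its sequence is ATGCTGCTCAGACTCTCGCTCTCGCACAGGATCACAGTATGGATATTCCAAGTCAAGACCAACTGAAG. The exon before it spans 204532191 to 204532246 (56 nt) and the exon after it 204538209 to 204538308 (100 nt). Division of its length by 3 leaves a remainder of 2, so the transcript without it is read in another frame from the next exon on.

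**Figure D2:**
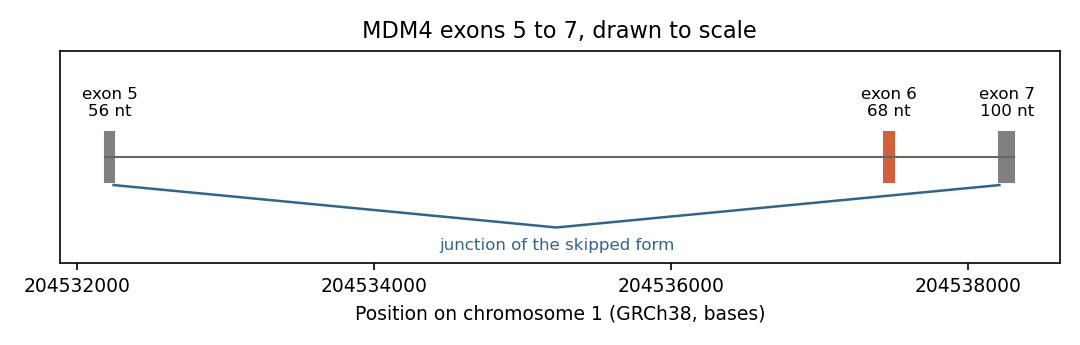
Map of MDM4 exons 5 to 7 on chromosome 1 (GRCh38), drawn to scale with exons as boxes and introns as the thin line. Exon 6 (orange, 68 nt) lies from 204537430 to 204537497, and the blue line is the junction that joins the flanking exons of 56 nt and 100 nt when it is skipped.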

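MDM4 exon 6 was listed as a skipped exon event in 6 of the 8 lines, the p53 wild-type lines Z-138, JVM-2 and SU-DHL-5 and the p53 mutant lines SU-DHL-6, MINO and SU-DHL-4. Its inclusion was lower in the second group in all 9 comparisons that list it. From counts summed over the 2 libraries of a group, inclusion in Z-138 was 0.367 in the first group and 0.157 in the second on day 3, and 0.355 and 0.157 on day 6. In JVM-2 it was 0.845 and 0.594 on day 3 and 0.888 and 0.621 on day 6, and in SU-DHL-5 it was 0.891 and 0.716 on day 3 and 0.949 and 0.627 on day 6. Of the mutant lines, SU-DHL-6 had 0.714 and 0.536 on day 3, MINO had 0.517 and 0.276 on day 6, and SU-DHL-4 had 0.903 and 0.615 on day 6. Inclusion in the first group thus ranged widely between lines, with Z-138 lowest. Alternative starts of the same exon, at 204537441 in JVM-2 and at 204537459 in JVM-2, SU-DHL-5 and SU-DHL-4, were also listed on day 6, each lower in the second group.

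**Figure D3:**
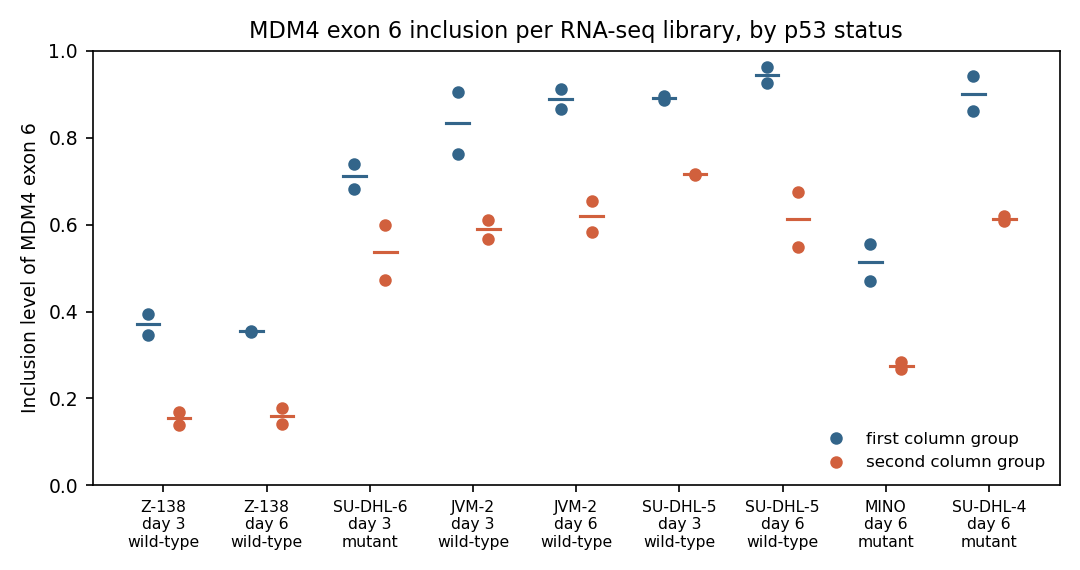
Inclusion level of MDM4 exon 6 in each RNA-seq library, as listed in the authors' deposited table, for the 9 comparisons that list the event. Points are the 2 libraries of the first (blue) and the second (orange) column group, and lines are their means. In all 9 comparisons both libraries of the first group lie above both of the second. The groups lay apart in 99.97% to 100% of all listed events with readable levels per comparison, which the authors had selected for their difference.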

MDM4 exon skipping was observed in our RNA-seq experiment of PRMT5 inhibitor-treated cells regardless of p53 status (Supplementary Figure S3A). This was a reproducible event in all cell lines (except for REC-1 cells), as detected by calculating the change in gapped alignment ratios between the splicing events as well as rMATS alternative splicing analysis reported FDR^16^.

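In the authors' deposited table, averaged over days within a line, the listed difference in MDM4 exon 6 inclusion was 0.175 in SU-DHL-6 and 0.287 in SU-DHL-4, the ends of the range. The mean of these listed differences over lines was 0.236, with the same direction in 6 of 6 lines (exact sign-flip test, p = 0.03125, the smallest that 6 lines allow). Each comparison had between 412 and 1647 counts for the event. Fisher's exact test on the summed counts gave adjusted p-values from 5.2e-26 (Z-138, day 3) to 8.0e-04 (SU-DHL-6, day 3), which compare the libraries and cover counting error only. The FDR in the authors' deposited table ranged from 0 (SU-DHL-4, day 6) to 0.00733 (SU-DHL-6, day 3). The event is not listed for MAVER-1 or REC-1 on either day, for MINO or SU-DHL-4 on day 3, or for SU-DHL-6 on day 6. Events that failed the filter are not in the tables, so its inclusion level in these 7 comparisons is not known. With only absolute differences above 0.2 kept, 6 of the 9 comparisons remain and the mean over lines was 0.266 (exact p = 0.0625), and with either library of the first group left out 5 comparisons keep a difference of at least 0.2.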

Using the same RNA-seq dataset, we further evaluated gene expression changes triggered by PRMT5 inhibition. Cell lines treated with 200 nM GSK3326595 for 3 and 6 days showed a time-dependent induction of many gene expression changes which correlated with sensitivity in the growth/death assay (Fig. 3C and Supplementary Figure S3B). Pathway enrichment analysis revealed that in a subset of lymphoma cell lines of p53 wild-type genotype, GSK3326595 or GSK3203591 treatment lead to a significant upregulation of genes involved in the p53 pathway (Fig. 3D, except JVM-2). Although PRMT5 inhibition did upregulate the p53 pathway genes in JVM-2, the lack of statistical significance could potentially be explained by the high basal expression of p53 target genes in this cell line (Supplementary Fig. S3C and S3D). Gene ontology analysis of gene expression changes induced by PRMT5 inhibition in p53 mutant cell lines did not identify consistent changes in any pathways/gene sets in response to PRMT5 inhibition (Supplementary Figure S3E). This result, along with the observed alternative splicing in MDM4, suggests that the MDM4-p53 pathway is one potential mechanism of growth inhibition and/or cell death in response to PRMT5 inhibition.

### PRMT5 inhibition induces alternative splicing of MDM4 and p53 pathway activity

To further confirm the link between MDM4 splicing and p53 pathway activity, we assessed MDM4 splicing changes by RT-PCR on RNA isolated from Z-138 cells that were treated over a 3-day time course with 200 nM or 1 μM GSK3203591 (Fig. 4A). We confirmed PRMT5 inhibitor-induced alternative splicing of MDM4 from the full-length isoform (MDM4-FL) to the short isoform (MDM4-S) at both treatment concentrations, with the most robust changes after 3 days of compound exposure. Based on these results, a 3-day exposure time was selected to evaluate the dose response of GSK3203591 at concentrations ranging from 1.6 nM to 1 μM (Fig. 4B). MDM4 alternative splicing was evident at GSK3203591 concentrations of 8 nM and above.

**Figure 4:**
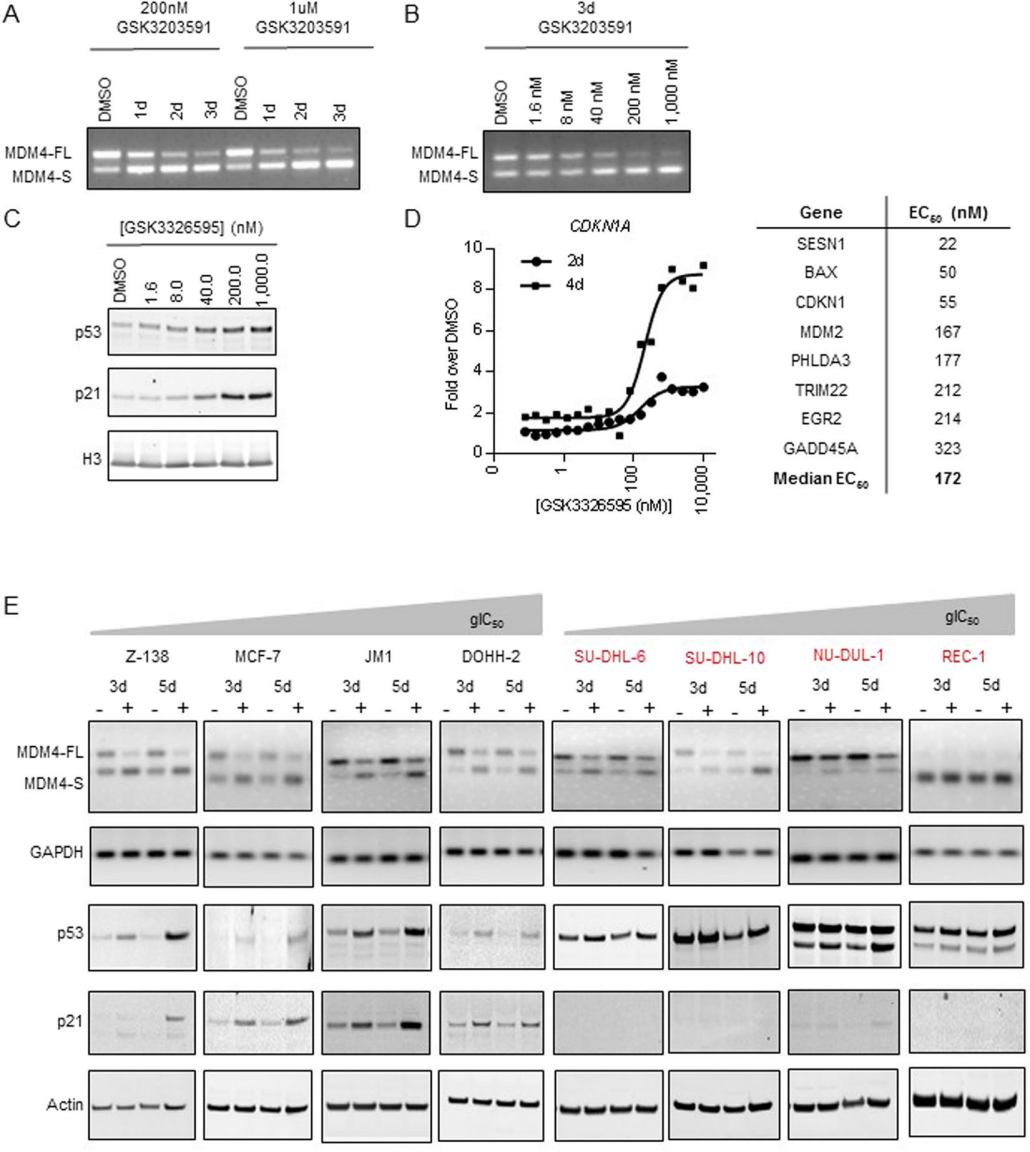
PRMT5 inhibition induces alternative splicing of MDM4 and p53 pathway activation. (**A**) MDM4 splicing time course evaluating relative abundances of MDM4-FL and MDM4-S isoforms in Z-138 following 1, 2, or 3 days of GSK3203591 treatment at concentrations of 200 nM or 1 μM using ethidium bromide gel electrophoresis. (**B**) MDM4 splicing dose response in Z-138 following 3 days of GSK3203591 treatment using ethidium bromide gel electrophoresis. (**C**) Western blot dose response for p53 and p21 protein levels in Z-138 following 3 days of GSK3326595 treatment. (**D**) Gene expression EC_50_ values in Z-138 cells treated with GSK3326595 for 2 or 4 days. Gene panel was selected based on results of RNA-sequencing. Representative dose-response curves for *CDKN1A* (days 2 and 4, left panel) and gene panel EC_50_ summary table (day 4, right panel) are shown. (**E**) MDM4 splicing analysis (via ethidium bromide gel electrophoresis) and p53/p21 induction analysis (via Western blot) in a panel of p53 wild-type (black text) and mutant (red text) breast and lymphoma cell lines treated with DMSO (−) or 200 nM GSK3326595 (+) for 3 or 5 days arranged in order of increasing gIC_50_ value in a 6-day proliferation assay with GSK3326595. MDM4-FL, full-length isoform of MDM4; MDM4-S, short isoform of MDM4 with skipped exon 6.

Having confirmed that MDM4 undergoes alternative splicing in response to PRMT5 inhibition in Z-138, we next sought to analyze the subsequent p53 pathway activation. p53 and p53-target gene (p21) induction were evaluated in Z-138 (p53 wild-type) cells following a dose response of GSK3326595 treatment with concentrations ranging from 1.6 nM to 1 μM. p53 and p21 protein expression were induced in a dose-dependent manner in Z-138 and JVM-2 cells (Fig. 4C, Supplementary Figure S4A). In Z-138 cells, treatment with GSK3326595 induced p53 and p21 expression to a similar extent as the positive control for p53 activation, Nutlin-3 (an inhibitor of the p53 negative regulator, MDM2) (Supplementary Figure S4A). In contrast to the p53 wild-type cell lines, the p53 mutant cell lines, MAVER-1 and REC-1 (Supplementary Figure S4A), show no induction in p53 or p21 levels in response to PRMT5 inhibition. To further explore the activation of p53, the expression of a subset of p53 target genes was evaluated in Z-138 cells treated with increasing doses of GSK3326595 for 2 or 4 days (Fig. 4D). All the genes tested showed time- and dose-dependent expression changes, with a median gene expression EC_50_ of 172 nM. Importantly, this EC_50_ corresponds to the GSK3326595 concentration at which SDMA inhibition is maximal, suggesting that nearly complete inhibition of PRMT5 activity is required to establish changes in p53-dependent gene expression.

Next, we determined whether PRMT5 inhibition induces an MDM4 isoform switch and p53 activation in a larger panel of lymphoma and breast cell lines (Fig. 4E, Supplementary Figure S4B). An MDM4 isoform switch was observed in response to PRMT5 inhibition with 200 nM GSK3326595 at 3 and 5 days in every cell line tested, except for REC-1 (consistent with RNA-seq data, Supplementary Figure S3A), which has nearly undetectable basal expression of the MDM4-FL isoform (Fig. 4E). PRMT5 inhibition induced p53 and p21 protein levels in all p53 wild-type cell lines evaluated (to varying degree, likely due to the concentration and time point tested). PRMT5 inhibition did not activate the p53 pathway in p53 mutant cell lines, as indicated by the lack of induction of p21 protein levels. Overall, these data suggest that PRMT5 inhibition induces changes in MDM4 alternative splicing (MDM4-FL to MDM4-S isoform switch) and leads to p53 pathway activation in most p53 wild-type cell lines.

### MDM4 isoform switch and p53 activation play an important role in establishing the response to PRMT5 inhibition in p53 wild-type cell lines

To better understand the role of the MDM4 isoform switch and p53 pathway activation in the response of cell lines to PRMT5 inhibition, we evaluated the effects of MDM4-FL expression on the sensitivity of Z-138 cells to GSK3203591. Since PRMT5 inhibition has been shown to reduce cellular levels of MDM4-FL as a result of the isoform switch, we hypothesized that the introduction of exogenous MDM4-FL cDNA expression would prevent the activation of the p53 pathway and rescue the growth/death effects induced by PRMT5 inhibitors. Consistent with this hypothesis, Z-138 cells that express exogenous MDM4-FL showed diminished sensitivity to PRMT5 inhibition compared to control Z-138 cells that express EGFP (Fig. 5A). While MDM4-FL overexpression did not affect p53 protein levels upon PRMT5 inhibition, it did attenuate p21 induction (Fig. 5B, MDM4 antibody recognizes only exogenous MDM4), consistent with the role of MDM4 as a regulator of p53 transcriptional activity^17^. These data suggest that p53 protein levels are induced by PRMT5 inhibition independently of the MDM4 isoform switch. While it is unclear why p53 protein levels are induced, the observed phenotype could be a result of direct methylation of p53 by PRMT5^18^. Additionally, expression of MDM4-FL significantly attenuated G1 cell cycle arrest induced by GSK3203591, most notably at 500 nM of GSK3203591 treatment (Fig. 5C). These data suggest that alternative splicing of MDM4 regulates p53 transcriptional activity and plays a critical role in the growth/death response of Z-138 cells to PRMT5 inhibition.

**Figure 5:**
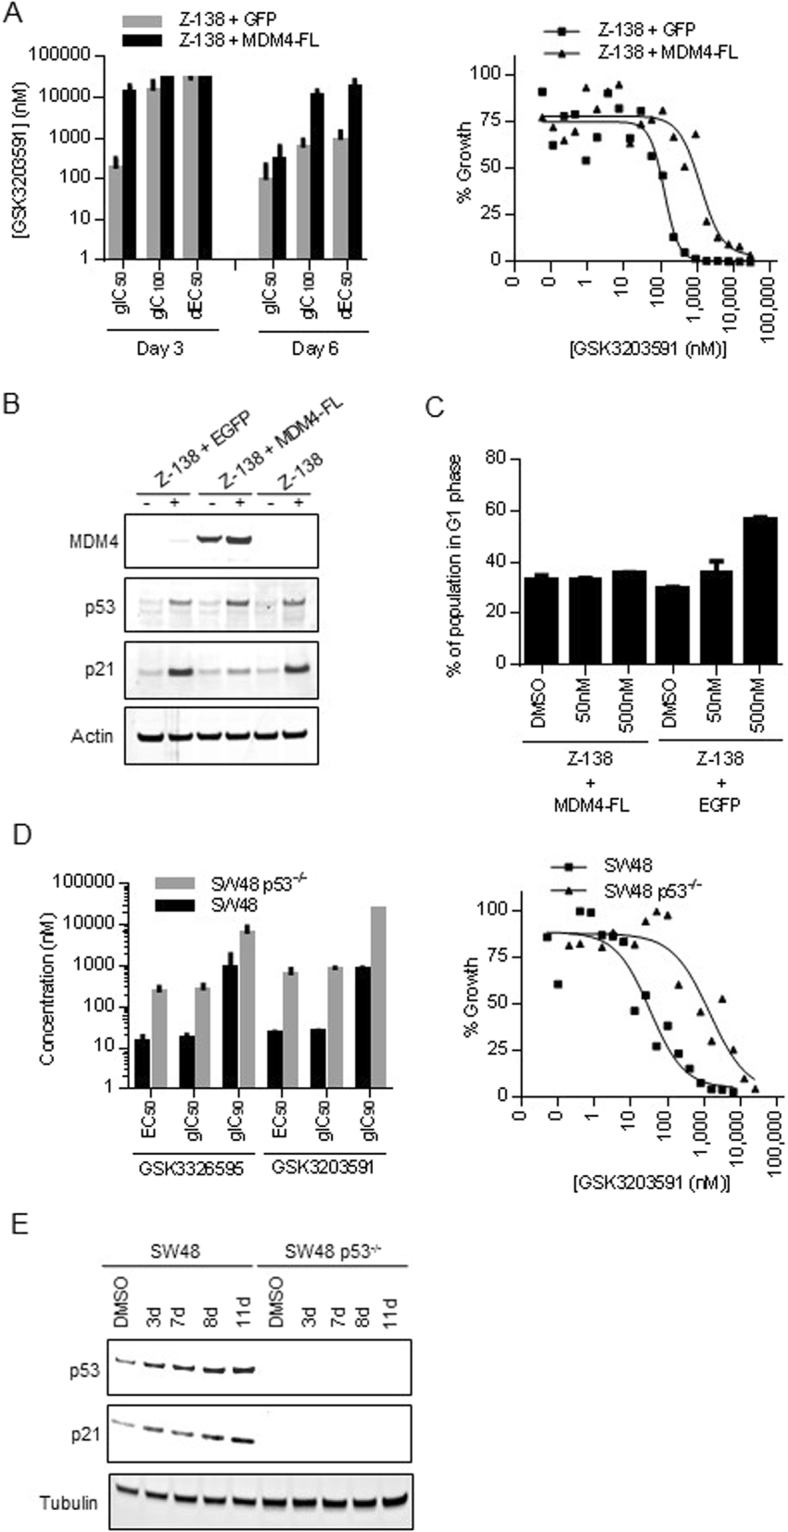
Sensitivity to PRMT5 inhibition is attenuated by overexpression of MDM4-FL or loss of p53. (**A**) (Left panel) Effect of MDM4-FL overexpression on proliferation of Z-138 cells following 3 or 6 days of GSK3203591 treatment with respect to gIC_50_, gIC_100_, and dEC_50_ parameters. Transduction of an EGFP construct was used as a negative control. (Right panel) Representative growth curves comparing % growth relative to Day 0 in Z-138 cells overexpressing MDM4-FL vs. EGFP treated with various doses of GSK3203591 for 6 days. (**B**) Western blot showing the effect of MDM4-FL overexpression on p53 and p21 protein levels in Z-138 cells following 4 days of 1 µM GSK3203591 (+) or DMSO (−) treatment. (**C**) Effect of MDM4-FL overexpression on G1 cell cycle phase in Z-138 cells following 4 days of treatment with DMSO, 50 nM, or 500 nM GSK3203591. (**D**) (Left panel) Effect of p53 knockout on proliferation in SW48 colon cancer cells following 10 days of GSK3203591 or GSK3326595 treatment with respect to EC_50_, gIC_50_, and gIC_90_ parameters. (Right panel) Representative growth curves comparing % growth relative to Day 0 in wild-type or p53 genetic knockout SW48 cells treated with various doses of GSK3203591 for 10 days. (E) Western blot showing the effect of p53 knockout on p53 and p21 protein levels in SW48 cells following a time course (3, 7, 8, or 11 days) of 500 nM GSK3203591 treatment.

Next, we tested whether the knockdown of p53 would attenuate the growth phenotype induced by PRMT5 inhibition. Indeed, p53 knockdown in Z-138 cells resulted in reduced sensitivity (Supplementary Figure S5A) as well as an attenuated G1 cell cycle arrest (Supplementary Figure S5B) in response to GSK3203591 treatment. However, the p53 knockdown was incomplete, thus the magnitude of its effect on sensitivity to GSK3203591 was moderate (Supplementary Figure S5C). To evaluate whether a complete loss of p53 would lead to greater effects, we compared the effects of PRMT5 inhibition on growth of the colon cancer cell line, SW48, and a genetic p53 knockout cell line, SW48 p53^−/−^ (Fig. 5D). The p53 knockout cell line had no p53 or p21 expression at any time point evaluated when treated with 500 nM GSK3203591 (Fig. 5E) and had substantially higher EC_50_, gIC_50_, and gIC_90_ values than its wild-type counterpart, suggesting the p53 knockout cell line is more resistant to PRMT5 inhibition. These data highlight the critical role of the MDM4/p53 pathway in defining the cell growth/death phenotype in response to PRMT5 inhibition. Consistently, most p53 wild-type lymphoma cell lines exhibit potent anti-proliferative effects and profound net cell death in response to PRMT5 inhibition, apart from a few, including RCK8 and U2940. In these two cell lines, SDMA inhibition was not complete at the early time points tested (SDMA levels were reduced by 43% in RCK8 and by 79% in U2940 after 3 days of PRMT5 inhibition, compared to 97% in one of the most sensitive cell lines, Z-138) but was improved by later time points (98% and 97% SDMA inhibition in RCK8 and U2940, respectively) (Supplementary Figures S5D, E). This further reduction in SDMA was paralleled by robust effects on sensitivity and net cell growth/death, suggesting that PRMT5 inhibitors are effective at inducing cytotoxicity in the majority of p53 wild-type lymphoma cell lines with various kinetics that mirror SDMA inhibition. These data highlight an important role of p53 activation in defining the cellular growth response to PRMT5 inhibition.

### p53 mutational status associates with sensitivity to PRMT5 inhibition

To further explore the role of p53 mutation status as a predictor of sensitivity to PRMT5 inhibition and to identify additional predictive biomarkers, we analyzed the association of the anti-proliferative response to PRMT5 inhibitor across 240 cell lines (Fig. 6A, as defined by activity area or gIC_50_) and the mutation profiles of individual genes in 185 human cancer cell lines for which both proliferation and exome-seq data were available. Wilcoxon rank sum tests revealed TP53 mutations as having one of the most significantly different sensitivities between the wild type and mutant cell lines by either gIC_50_ (2^nd^ most significant) or activity area (10^th^ most significant) (Fig. 6A, Supplementary Tables 12 and 13).

Interestingly, a recent study of 18 cancer cell lines reported that mRNA splicing gene sets were enriched among genes whose basal expression correlated with sensitivity to PRMT5 inhibition, and indicated that expression of p53 pathway genes was not correlated with sensitivity^19^. In order to reproduce this experiment in an expanded cell line panel, the Pearson correlation was calculated for the expression of each gene relative to sensitivity for 178 cell lines, and gene set enrichment analysis (GSEA) was performed on this ranked gene list (Supplementary Tables 15 and 16). Indeed, the most significant gene set from this analysis is mRNA splicing (Fig. 6B). Other gene sets provide evidence that sensitive cell lines may have an increased number of unstable transcripts suggested by high expression of nonsense mediated decay, deadenylation dependent mRNA decay, and destabilization of mRNA by KSRP. However, investigation of the most significant gene in the mRNA splicing (NHP2L1) and nonsense mediated decay (RPL3) gene sets demonstrates that the variability within sensitive and resistant cell lines is larger than the difference between sensitive and resistant cell lines (Fig. 6C, left and middle panels). Hierarchical clustering of splicing gene expression data for the 20 most sensitive and resistant cell lines demonstrates that expression of individual splicing factors is not a robust predictive biomarker of sensitivity (Fig. 6D). The p53 pathway was also found to be significantly correlated with sensitivity (FDR = 0.003749); however, this was primarily due to a disproportionate number of insensitive cell lines lacking p53 expression (Fig. 6C, right panel). The observation that some p53 mutant cell lines also have profound anti-proliferative and net cell death responses to PRMT5 inhibition suggests that additional mechanisms contribute to sensitivity.

**Figure 6:**
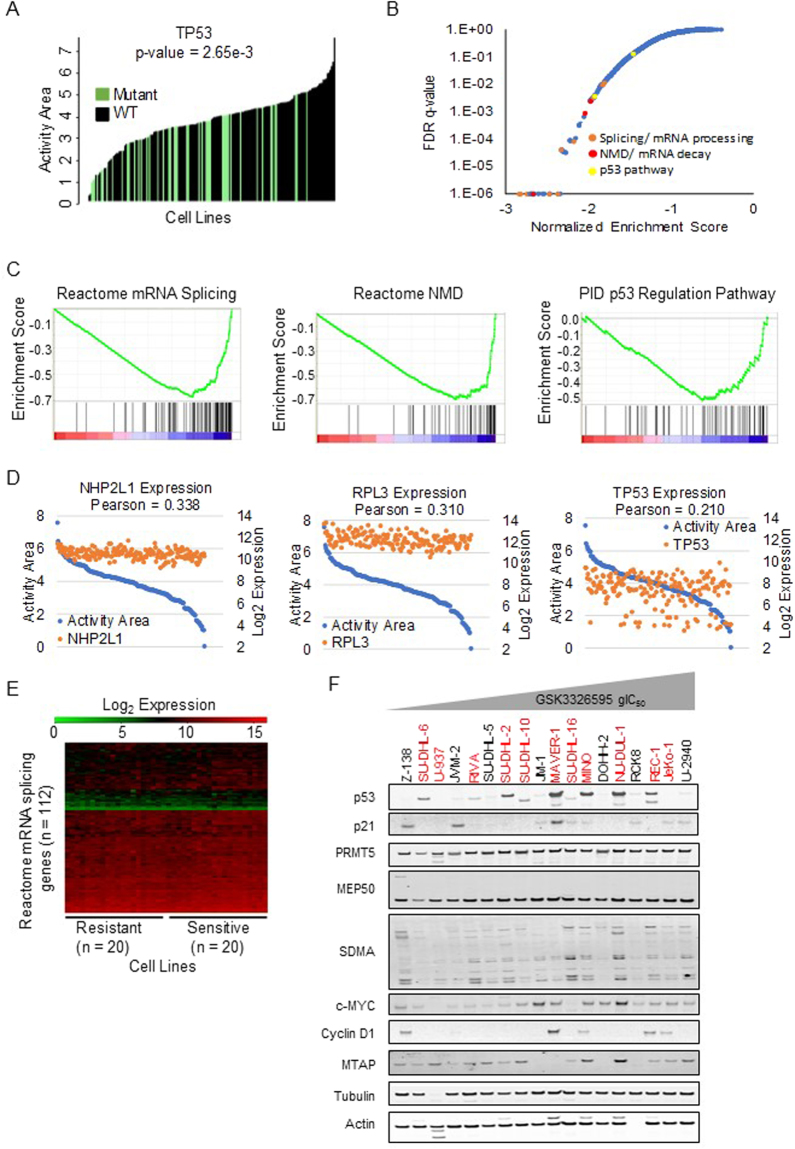
p53 mutational status correlates with sensitivity to PRMT5 inhibition. (**A**) Correlations with activity area calculated from a 10-point dose curve 10 days post treatment with GSK3203591. TP53 mutation is one of the top predictors of resistance. (**B**) A pre-ranked list of Pearson correlation of gene expression with sensitivity was submitted to GSEA and the gene sets plotted by increasing FDR. (**C**) The lowest FDR gene set from each of the three categories of interest: Splicing, Nonsense mediated decay (NMD), and p53 pathway gene sets, are represented by enrichment plots from the GSEA outputs (top panel). The highest correlated gene by Pearson from each of the three represented gene sets is plotted by decreasing sensitivity. (bottom panel). (**D**) A hierarchical clustering of expression values for genes in the “Reactome_mRNA_splicing” gene set from the 20 most sensitive and resistant cell lines. (**E**) Western blot showing basal expression of a variety of proteins in lymphoma cell lines ranging in sensitivity to PRMT5i (most sensitive far left, least sensitive far right) and of various p53 mutational statuses. p53 mutant cell lines in red.

Indeed, other markers of sensitivity to the attenuation of PRMT5 activity are described in the literature. Most frequently, the expression of proteins in the PRMT5 complex or regulators of PRMT5 activity is associated with differential sensitivity to PRMT5 knockdown or inhibition (for example, CLNS1A and RIOK1 expression ratio^19^ and MTAP copy number^20–22^). In our lymphoma dataset, the levels of PRMT5 and SDMA did not correlate with anti-proliferative activity (Fig. 6E). Similarly, there was no correlation between CLNS1A/RIOK1 expression and sensitivity to PRMT5 inhibition in a broad GSEA analysis of 178 cancer cell lines (Supplementary Figure S6A). Finally, cell lines with MTAP homozygous deletion and those with at least one functional copy of MTAP were equally sensitive to PRMT5 inhibition (Supplementary Figure S6B). Overall, p53 mutational status was the most highly correlated biomarker for sensitivity to PRMT5 inhibition. It is likely that larger panels of p53 mutant cell lines are necessary to identify predictive biomarkers that are specific to p53 mutant cancers.

### PRMT5 inhibition has profound anti-tumour activity *in vivo*

To assess whether the anti-tumour activity of PRMT5 inhibition observed for p53 wild-type models *in vitro* translates *in vivo*, we evaluated the efficacy of GSK3326595 in a p53 wild-type Z-138 xenograft model. Since the elimination half-life of GSK3326595 is 1.8 hours in the mouse (data not shown), the efficacy was tested in once daily (QD) and twice daily (BID) schedules. Following 21 days of oral dosing (Fig. 7A), a statistically significant dose-dependent anti-tumour effect was observed in the 25 mg/kg BID, 50 mg/kg BID, 100 mg/kg BID, and 200 mg/kg QD treatment groups (tumour growth inhibition (TGI) of 106.05% for 100 mg/kg BID and 102.81% for 200 mg/kg QD). Comparing QD treatment to the corresponding BID treatments revealed that 25 mg/kg and 50 mg/kg BID treatment schedules were significantly more efficacious (p < 0.01) than the corresponding 50 mg/kg and 100 mg/kg QD treatments starting from day 14. Treatment was withdrawn for 10 days in treatment groups for which significant decreases in tumor volume were observed to assess the durability of the response. Tumour volume increases were observed during the dosing holiday, but resuming treatment with GSK3326595 decreased tumour volume to pre-dosing holiday levels. No significant body weight losses were observed in any of the treatment groups (Supplementary Figure S7A). These data show that the anti-proliferative activity of GSK3326595 observed *in vitro* translates into significant anti-tumor activity in a p53 wild-type *in vivo* model.

**Figure 7:**
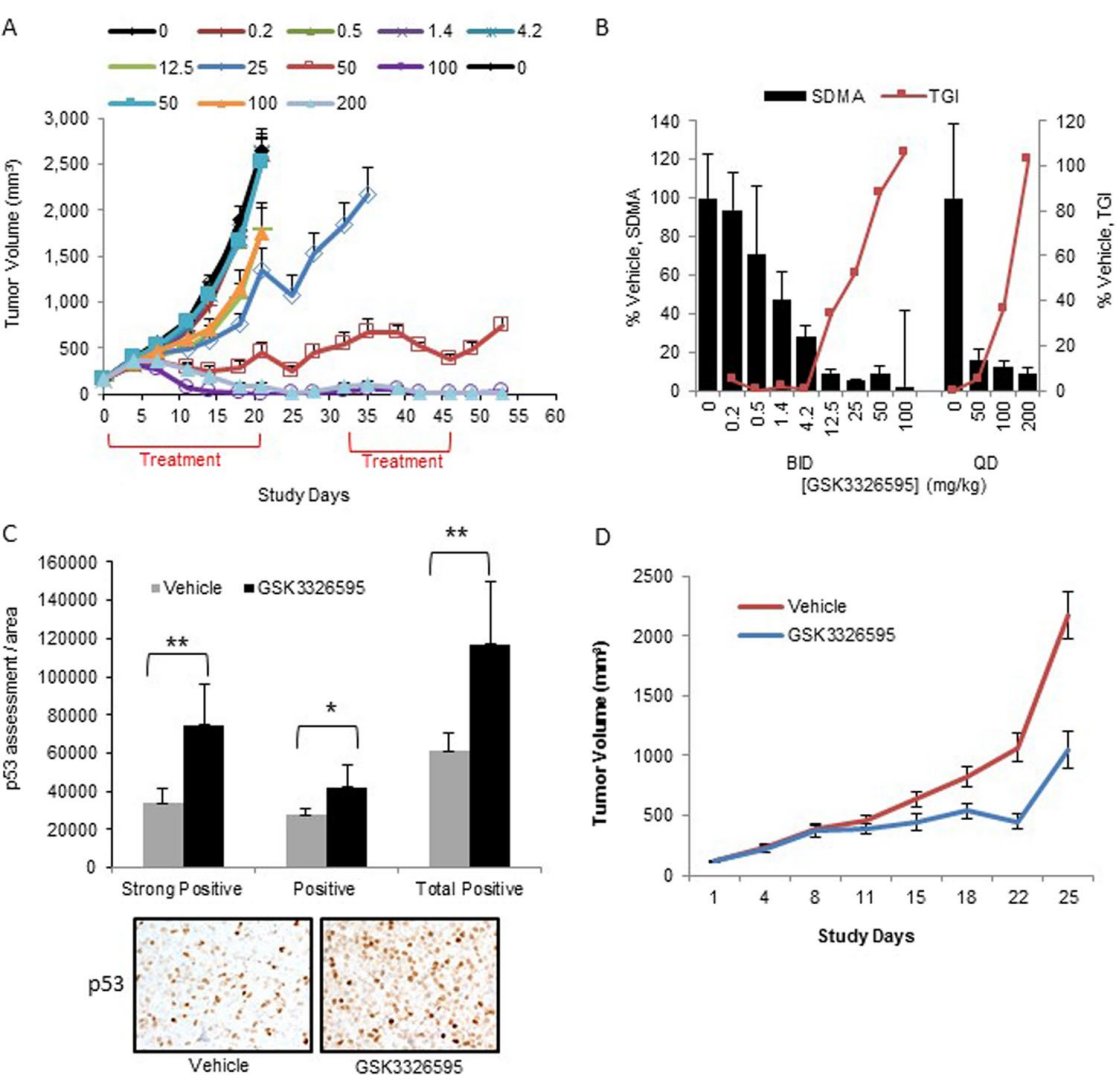
PRMT5 inhibition leads to tumour growth attenuation in lymphoma xenograft models. (**A**) Tumour volume in a Z-138 mouse tumour xenograft with 21 days of GSK3326595 treatment. Groups undergoing treatments that resulted in statistically significant decreases in tumour volume (i.e. 50 mg/kg BID, 100 mg/kg BID and 200 mg/kg QD) were placed on a treatment holiday for 10 days to assess the durability of the response. Treatment was re-instated on day 32 for 2 weeks followed by a 1 week holiday. The 25 mg/kg BID dose group was euthanized on day 35 due to tumour burden. BID doses evaluated include 0, 0.2, 0.5, 1.4, 4.2, 12.5, 25, 50, and 100 mg/kg. QD doses evaluated include 0, 50, 100, and 200 mg/kg. A statistically significant dose-dependent anti-tumour effect was observed for the 25 mg/kg BID, 50 mg/kg BID, 100 mg/kg BID, and 200 mg/kg QD treatment groups (corresponding percent tumor growth inhibition values, % TGI, of 52.1%, 88.03%, 106.05%, and 102.81%, respectively). (**B**) SDMA in Z-138 tumour xenograft model post 7 days treatment with GSK3326595 with twice daily oral dosing. Sampling 2 hours post last dose. Tumour growth inhibition is indicated from a parallel efficacy study. SDMA % vehicle: 94%, 71%, 47%, 28%, 9%, 5%, 8%, 2% in mice given 0.2 mg/kg, 0.5 mg/kg, 1.4 mg/kg, 4.2 mg/kg, 12.5 mg/kg, 25 mg/kg, 50 mg/kg, or 100 mg/kg GSK3326595 BID and SDMA % vehicle: 16%, 12%, and 9% in mice given 50 mg/kg, 100 mg/kg, 200 mg/kg GSK3326595 QD. (**C**) Effects of 100 mg/kg BID GSK3326595 treatment for 7 days on p53 protein levels in Z-138 tumours by immunohistochemistry. (**D**) Tumour volume in a REC-1 (p53 mutant) mouse tumour xenograft treated with 100 mg/kg BID GSK3326595 or vehicle.

To assess the relationship between SDMA inhibition and efficacy, we analyzed the levels of SDMA in Z-138 tumors treated with various doses of GSK3326595 (Fig. 7B). After 7 days of treatment, a dose-dependent decrease in SDMA was evident for both BID and QD treatment schedules. Doses of GSK3326595 that resulted in significant TGI (25, 50, and 100 mg/kg BID and 200 mg/kg QD) also produced substantial decreases in SDMA (SDMA relative to vehicle: 95%, 92%, 98%, and 91%, respectively). Comparison of treatment schedules revealed a trend toward greater efficacy and lower levels of SDMA with BID treatment compared to QD treatment. Overall, the GSK3326595 efficacy/PD relationship in a Z-138 xenograft model suggests that to achieve TGI > 50%, SDMA levels need to be inhibited >80–90%, similar to the relationship noted in *in vitro* studies.

The studies described above confirm that the anti-proliferative effects and corresponding SDMA target engagement resulting from GSK3326595 treatment *in vivo* are consistent with what has been observed *in vitro*. To further confirm *in vitro* studies showing that PRMT5 inhibition induces p53 pathway activity in p53 wild-type cell lines, we next assessed the effects of GSK3326595 treatment on the p53 pathway in these p53 wild-type Z-138 xenograft tumours. We analyzed p53 protein levels from the 100 mg/kg BID treatment group by immunohistochemistry (IHC, post 7 days of treatment, Fig. 7C) and observed an increase in the number of p53 staining positive cells in tumours treated with GSK3326595, consistent with our cell line data. We also observed an increase in the expression of p53 target genes including p21/CDKN1 (Supplementary Figure S7B), confirming induction of p53 activity. These data highlight that the p53 pathway activation observed in *in vitro* experiments translates into *in vivo* models. Importantly, we tested GSK3326595 efficacy in a p53 mutant MCL xenograft model, REC-1, and observed partial (55%) TGI at the 100 mg/kg BID dosing schedule (Fig. 7D), confirming reduced GSK3326595 activity in p53 mutant models.

## Discussion

In this study, we present the first characterization of the activity of potent and selective SAM uncompetitive/peptide competitive PRMT5 inhibitors across a broad range of human cancer models. Protein arginine methylation is involved in the regulation of a variety of biological processes in cells, such as signaling, cell cycle, splicing, transcription, etc.^2^. Our work demonstrates that selective inhibitors of PRMT5 have anti-proliferative and pro-apoptotic activity in solid and hematological models of human cancers and highlights the importance of PRMT5-dependent regulation of cellular splicing as one of the potential mechanisms linked to this broad anti-growth activity.

Most cancer cell lines treated with PRMT5 inhibitors exhibit the attenuation of cell growth and survival. While most gIC_50_ values are in a submicromolar range, the extent of the growth inhibition varies by the tumour type in a 6-day growth/death assay. In our screen, a large fraction of lymphoma, breast and multiple myeloma cell lines exhibited close to complete growth inhibition or a net cell death phenotype, suggesting that these tumour types are the most vulnerable to the attenuation of PRMT5 activity *in vitro*. Cell cycle analysis revealed that in a subset of lymphoma and breast cancer cell lines, PRMT5 inhibition triggers G1 cell cycle arrest and subsequent induction of the sub-G1 cell population. Cell death assays further confirmed that PRMT5 inhibition triggers apoptosis in these cell lines. Our proliferation data highlight that PRMT5 inhibition attenuates proliferation of many cell lines/tumour types and induces apoptosis in a subset of models.

Emerging studies have shown that PRMT5 plays an important role in tumourigenesis through the regulation of epigenetic mechanisms (such as PRMT5-dependent histone arginine methylation^4,5,23^, signal transduction^24,25^, and splicing^3,26^). Our data suggest that cancer cells treated with PRMT5 inhibitors exhibit defects in cellular splicing early, followed up by significant changes in gene expression, highlighting the splicing phenotype as an early event in the response to PRMT5 inhibition. 

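In 6 of the 8 lines a part of the day 3 splicing events was listed again on day 6, with the same exon coordinates and nearly always in the same direction. The share was highest in SU-DHL-6 (26.0%, 571 of 2194 events, exact 95% binomial interval 24.2% to 27.9%) and was 21.4% in Z-138, 20.7% in SU-DHL-5, 17.1% in MINO, 13.3% in JVM-2 and 12.7% in MAVER-1. Of the repeated events in these lines, 98.1% to 100% had the same sign on both days. In SU-DHL-4, 13 of 379 day 3 events (3.43%, interval 1.84% to 5.79%) were listed on day 6, and 6 of the 12 with a readable sign kept it. In REC-1 none of 172 was listed (interval 0% to 2.12%).
On average over the other 7 lines, their day 6 lists held fewer of a line's day 3 events than its own list did in 7 of 8 lines. The mean excess over all 8 lines, with REC-1 at -5.40, was 5.76 percentage points (exact sign-flip test, p = 0.0469). Single lists of other lines held more than the own list for SU-DHL-5 (up to 22.0%), MAVER-1 (up to 14.6%), SU-DHL-4 (up to 4.22%) and REC-1 (up to 9.88%). In SU-DHL-6, for example, they held 9.49% on average against 26.0% in its own list. This difference no longer passed the test among events with at least 20 counts in every library (7.48 points, exact p = 0.0625) or when events were matched on the alternative part alone (7.36 points, exact p = 0.0547). The libraries of the 2 days are different libraries, and an event missing from a list may have failed the filter by little. The day 6 lists also ran from 243 events in REC-1 to 3925 in Z-138, and the shares were not adjusted for this. Where the own list is long, as in Z-138 and SU-DHL-6, the excess cannot be told apart from list length.

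**Figure D4:**
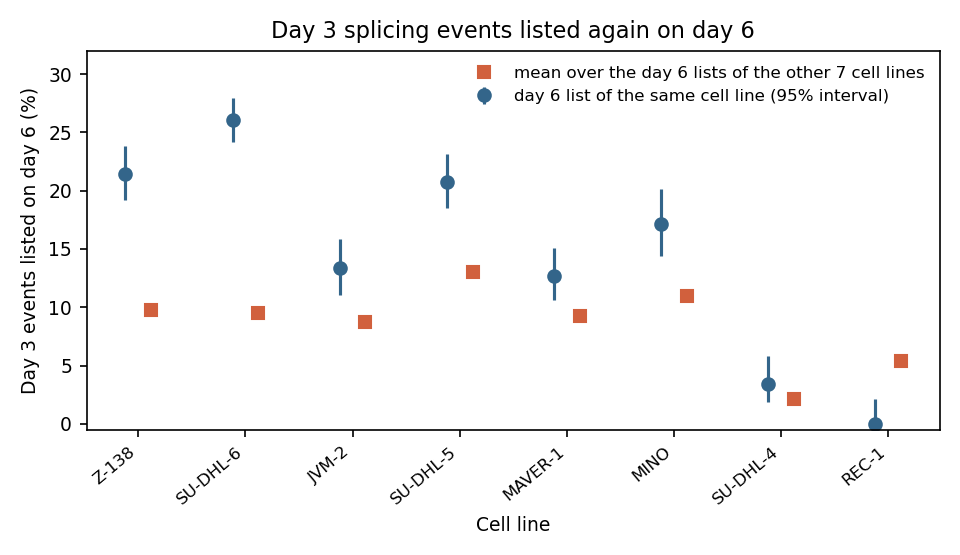
Percent of each line's day 3 splicing events that were listed on day 6, in the list of the same line (blue, with exact 95% binomial intervals) and as the mean over the lists of the other 7 lines (orange). The share in the line's own list runs from 0% in REC-1 to 26.0% in SU-DHL-6.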

Our numerous attempts to detect reproducible global changes in histone arginine methylation (H4R3me2s, H2AR3me2s and H3R8me2s) were unsuccessful (data not shown), and therefore the contribution of histone methylation to the growth/death phenotype induced by PRMT5 inhibition remains untested.

Previous studies demonstrated that PRMT5 plays an important role in the regulation of splicing^3,26^ in normal tissues and tumour models. Importantly, PRMT5 knockout in the neural progenitor cell compartment in mice leads to defects in the constitutive and alternative splicing of many transcripts, including MDM4. The alternative splicing of MDM4 induced by attenuation of PRMT5 activity leads to the activation of p53 transcriptional activity and subsequent induction of apoptosis in neural progenitor cells. Consistent with these data, we observe that PRMT5 inhibition leads to MDM4 alternative splicing in many cancer cell lines and subsequent activation of p53.

To directly test the role of p53 and MDM4 in the response to PRMT5 inhibition in p53 wild-type cell lines, we compared proliferation and cell cycle effects following PRMT5 inhibition in cell lines with MDM4-FL rescue and p53 knockdown/knockout. We observed that sensitivity, net cell death, and G1 cell cycle arrest were significantly attenuated in the cell lines with p53 knockdown/knockout and MDM4-FL rescue, highlighting the critical role of the MDM4/p53 pathway in defining the cell growth/death phenotype in response to PRMT5 inhibition. An unbiased approach based on a Wilcoxon rank sum test identified TP53 mutation as one of the most significant predictors of resistance to PRMT5 inhibition and GSEA analysis found p53 pathway gene expression to be predictive of sensitivity. These findings demonstrate that activation of the p53 pathway plays an important role in the response to PRMT5 inhibition and cell lines with p53 mutations are overall less sensitive to PRMT5 inhibition.

However, some p53 mutant lines are sensitive to PRMT5 inhibition, suggesting that additional biomarkers of sensitivity may exist. Indeed, MYC expression^26^, CLNS1A and RIOK1 expression ratio^19^, and MTAP copy number^20–22^, have been described in the literature. However, in the panel of 178 cell lines, MTAP status, MYC expression or CLNS1A/RIOK1 expression ratio were not predictive of sensitivity to PRMT5 inhibitor. While the expression of individual splicing genes was not strongly correlated with PRMT5 inhibitor sensitivity, RNA splicing gene sets collectively exhibited a reproducible enrichment. This finding appears to be consistent with the observation that these inhibitors function in part through alternative splicing.

Overall, the data presented in this paper strongly suggest that PRMT5 inhibitors have therapeutic potential in numerous human cancers. While the broad activity offers an opportunity to test PRMT5 inhibitors in many tumour types, it also presents a challenge to identify patient populations that are most likely to benefit from PRMT5 inhibitor treatment. Importantly, we have demonstrated that PRMT5 inhibition activated the p53 pathway via the induction of alternative splicing of a key p53 regulator, MDM4, and that the MDM4 isoform switch together with the induction of p53 transcriptional activity in p53 wild-type models establishes the response to PRMT5 inhibition. Additionally, p53 mutation status and the expression of p53 pathway genes strongly correlate with the anti-proliferative response to PRMT5 inhibition. This suggests that the p53/MDM4 axis status defines one of the cancer patient populations that could potentially benefit from treatment with PRMT5 inhibitors. GSK3326595 is a selective and potent inhibitor of PRMT5 that is currently being tested in a Phase I trial in patients with refractory solid tumours and lymphoma (NCT02783300, clinicaltrials.gov). Future translational studies are needed to further understand biological mechanisms of action of PRMT5 inhibitors and refine additional patient populations that could benefit from this novel agent.

## Methods

Two PRMT5 inhibitors, GSK3203591 and GSK3326595, were obtained from GSK Medicinal Chemistry or Epizyme. Cell lines were obtained from ATCC or DSMZ and were grown in recommended medium, which was most frequently RPMI-1640 containing 10% FBS. Cell line proliferation assays, Western blotting, qRT-PCR, and cell cycle analyses were performed as described previously^27,28^. Antibody and gene expression reagents are as described in Supplementary Table 16. All studies were conducted in accordance with the GSK Policy on the Care, Welfare and Treatment of Laboratory Animals and were reviewed by the Institutional Animal Care and Use Committee either at GSK or by the ethical review process at the institution where the work was performed. Detailed descriptions of all methods can be found in the Supplemental Materials.

### MethylScan®

MethylScan technology (Cell Signaling Technology) was used to evaluate the cellular targets of PRMT5 using a symmetric dimethyl arginine antibody (Cell Signaling, # 13222 S clone D2C3D6).

### SDMA Analysis

SDMA ELISA was performed on homogenized cells and frozen tumour lysates. Fluorescence intensity generated by addition of Luminata Forte (Millipore #WBKUF0500) substrate was measured on a PerkinElmer Envision plate reader.

An SDMA Imaging Assay was used to evaluate the potency of GSK3326595 in breast cancer cell lines. Cells were seeded in optical bottom cell culture plates and targets were probed with fluorescent secondary antibodies and DAPI stain. Quantification of nuclear SDMA and SMD3 levels was performed with a Molecular Devices MetaExpress high-content fluorescence imager and image analysis was performed with ImageExpress software.

### RNA-Seq

RNA was extracted from cell pellets with Trizol using Qiagen’s RNeasy Mini Kit (74104). Libraries were prepared using Illumina TruSeq Stranded Total RNA with Ribo-Zero Gold Library Prep and sequenced on Illumina HiSeq.2500 to 60–80 million PE 2 × 101 bp.

### MDM4 splicing analysis

RNA was isolated from cell pellets as described above and was converted to cDNA using ABI High Capacity Reverse Transcription Reagents (4274966) per manufacturer’s instructions and PCR was performed as described elsewhere^3^. Reaction products were separated using agarose ethidium bromide gel electrophoresis and visualized using a Bio-Rad VersaDoc Model 5000 imaging system.

### Lentiviral Transduction

Lentiviral particles were added at a multiplicity of transduction (MOT) of 20 to Z-138 cells with 50 ug/mL polybrene and cells were centrifuged at 1,000×g for 90 minutes at 37 °C. The virus was washed off and cells were incubated at 37 °C and 5% CO_2_ for 48 hours. Puromycin selection was used to generate and maintain stable cell lines.

### Immunohistochemistry

IHC detection was performed using the HRP/DAB IHC detection kit (ABC kit, #ab64261) and an anti-p53 antibody (Thermo MA5-16387), following the manufacturer’s protocol. Images were taken with AxioVision software, and cell staining intensity was quantified using the Meta Imaging Series software from Molecular Devices.

### Data availability

All data generated or analyzed during this study are included in this published article (and its Supplementary Information files) or are available from the corresponding author on reasonable request. RNA-Seq data is publicly available under Geo accession #GSE108651.

## Electronic supplementary material

Supplementary Dataset 1

How the deposited data were processed for this re-analysis (not part of the article)

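Total RNA from 8 lymphoma cell lines, treated with 200 nM GSK3326595 or vehicle for 3 or 6 days, was sequenced in 2 libraries per group. The libraries were grouped by the cell line, treatment and day in the sample labels. For 3 of the 32 sample records the cell line field gives a different line number from the title, the description and the paper, and these records were taken as Z-138. The sensitivity order of the lines and their p53 status are those of Fig. 3.

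The authors aligned the reads (STAR 2.5.2b and the build GRCh38 are named in the submitters' processing notes), ran rMATS on treated and vehicle libraries of each line and day, and deposited filtered tables of 5 event types for each of the 16 comparisons, 80 tables in all. The legend of Fig. 3A gives their filter as an FDR below 0.01, an SD below 0.2, junction coverage above 10 and an inclusion difference beyond 0.2. In the deposited tables, 73 of the 80 tables also hold events with an absolute difference of 0.2 or less, and in the other 7 (the 5 tables of REC-1 on day 6, alternative 3′ splice sites of MINO on day 3 and skipped exons of MAVER-1 on day 6) every difference is above 0.2. For each event the authors give the counts of reads that include or skip the alternative part in each library, the number of positions of each form, the inclusion level of each library as a fraction, the inclusion difference between the groups, and a p-value and FDR from rMATS. The p-value and FDR were not recomputed and are quoted as the authors'. Counts include no library totals, so the depth of each library is known only from the paper's stated read pairs, and the precision of a level follows from the counts of its event. The gene expression tables of the study (Fig. 3C and 3D) were not analysed here.

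Spreadsheet conversion had joined some count pairs into a single number and turned gene symbols into dates. A joined pair was separated where exactly 1 separation gave the listed inclusion levels within a tolerance of 0.00051. All 29585 intact pairs outside mutually exclusive exons gave the listed levels within that tolerance. The tables of mutually exclusive exons lack the second group's levels and the difference, which were computed from the counts, and 519 of their 3301 events could not be read and have no direction. Counts in every library were read for 22226 of the 22812 events, and the remaining 586 drop out of alternatives that need counts. The 72 symbols turned into dates were restored through their gene identifiers, and 5404 of 5422 gene identifiers were found in GENCODE 29. The day 3 table of alternative 3′ splice sites of REC-1 is a copy of its skipped exon table, and that of alternative 5′ splice sites a copy of its retained intron table, and its own tables of these 2 types are not among the files. These copies were counted in the number of events as deposited and left out of every count by coordinates, direction or cell line sharing.

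Events were counted once per table entry, and genes by symbol. The column groups are not named by treatment, so directions are given for the first and the second group. Inclusion levels over 2 libraries were recomputed as inclusion counts over their form length, divided by the sum of inclusion and skipping counts over their form lengths, after summing the libraries. The cell line was the replicate in every test across lines. Days, directions and repeated events were compared with exact sign-flip tests (256 sign patterns for 8 lines, smallest p 0.0078), p53 wild-type with mutant lines with exact permutation tests (56 splits, smallest p 0.0179), and the relation to sensitivity with exact permutation tests of Spearman and Pearson correlations, all two-sided at 0.05. MDM4 exon 6 counts were compared with Fisher's exact test and adjusted by Benjamini-Hochberg over the 9 comparisons. Shares in a single comparison have exact (Clopper-Pearson) 95% intervals, which cover counting error only. The tests across lines measure the spread between lines.

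Gene lists were written before the data were examined, for the cell cycle, mitosis and the centrosome, the p53 pathway, the spliceosome and RNA processing, RNA decay and export, DNA repair, chromatin modifiers, apoptosis, B-cell receptor and NF-kB signalling, protein arginine methyltransferases and their substrates, and, as a control, markers of other cell types. The last list had 1 event and was left out of the recurrence test. That test set the mean number of lines with an event over a list's genes against 10000 random lists matched on quintiles of the number of annotated exons, with Benjamini-Hochberg adjustment. The genes named in the text were chosen by a rule that was also fixed in advance. They are the genes the paper names that have an event, the 10 events per day shared with the same sign by the most lines, up to 4 genes per list with events in the most lines, and the largest skipped exon difference of each comparison among events with at least 20 counts in every library and no overlap between the groups' libraries. Some genes that this rule names are not reported here.

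The separation of joined counts, the sign-flip test, the test of 3 against 5 lines and the random lists were first tested on simulated data, whereas the correlations, Fisher's exact test and the sign shuffles were not. Of 5370 simulated joined pairs, 99.3% were separated correctly and 0% wrongly. With no effect the sign-flip test called 4.55% of simulations and the test of 3 against 5 lines 3.05%. With an effect set well above the SD between simulated lines they called 99.35% and 97.4%. Smaller effects were not simulated, so these shares do not tell how often differences of the observed size would be called. Of 300 random lists of 60 genes, drawn from 5422 genes, 4.33% were called, and all lists raised by 1 line were called. Alternatives covered the FDR, the inclusion difference, the count minimum, events that share an alternative part, copied tables, the inclusion formula, each library and each cell line left out, skipped exons only, genes in place of events, and looser matching of coordinates. Sequencing lanes are named in the sample labels, but the tables do not say which value belongs to which library, so no comparison within lanes was made. The labels give treated and vehicle libraries no lane in common in Z-138, MAVER-1 and SU-DHL-4 on day 6. The same holds for MINO, SU-DHL-5 and SU-DHL-4 on day 3. In these comparisons treatment and lane cannot be told apart. Splice site strength was not computed because no genome sequence was used here. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.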

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

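The tests on the length of the day 6 lists, on counts per event and on the share at 5′ splice sites between the days were chosen after their result was seen.

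The number of events differed between the days, with a mean log2 ratio of day 6 to day 3 of 0.85 (exact sign-flip test, p = 0.0156, more in 7 of 8 lines). The exception was REC-1, whose day 3 total includes copied tables and lacks 2 of the 5 event types, and in skipped exons alone 8 of 8 lines had more events on day 6 (0.874, exact p = 0.0078). At alternative 5′ splice sites, the share of events whose longer form was lower in the second group was 2.95 percentage points higher on day 6 than on day 3 (exact p = 0.03125, 6 of 7 lines). REC-1 is not among these 7 lines, because its day 3 table of this type is missing. The same exact test did not pass for skipped exons (1.45 points, p = 0.508), retained introns (3.61 points, p = 0.656) or alternative 3′ splice sites (2.75 points, p = 0.641). These p-values were not corrected for the number of measures. The first and second groups of the tables are not named by treatment, so both directions below are those of the columns. Outside the genes the paper discusses, an intron of CDK5RAP3 was listed in 7 lines on day 3 with a mean difference of -0.247 in the authors' deposited tables, and an intron of SGSM3 in 8 lines on day 6 with -0.330 in the authors' deposited tables, both more retained in the second group.

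Among the 8 lines, REC-1 stood apart in 3 measures and SU-DHL-4 in 1. Of the retained introns of SU-DHL-4 on day 3, 45.0% were lower in the second group (9 of 20, exact 95% interval 23.1% to 68.5%), against 27.5% in the next line. Of those of REC-1 on day 6, 58.3% were lower (7 of 12, interval 27.7% to 84.8%), against 29.0% in the next line, and of its alternative 5′ splice sites 65.0% were lower (13 of 20, interval 40.8% to 84.6%), against 43.7%. Each of these 3 intervals holds the value of the next line, so counting error alone could give the distance from that line. Most of the other lines lie below each interval, however, and at 5′ splice sites the mean of the other 7 lines was 36.0%. Counting error was thus not shown to give the distance from the other lines as a set. The median absolute inclusion difference of REC-1 on day 6 was 0.342, against 0.274 in the next line, in tables that hold only differences above 0.2. Of 25 sets of values tested in this way 4 had such a line, where chance gives 1.25.

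The same lines had few day 3 events listed again on day 6, 3.43% in SU-DHL-4 and 0 of 172 in REC-1, against 12.7% to 26.0% in the other lines. The tables argue against the strict matching of coordinates, since with events matched on the alternative part alone the higher of the 2 shares was 5.28%, against 15.1% to 33.0% in the other lines. For SU-DHL-4 they also argue against a short day 6 list, since 5 of the other 7 lines had a shorter one and, with the own lists of the 6 other lines brought down to its size where they were longer, 0% of random draws held as few, and against few counts alone, since 3.97% of its day 3 events with at least 20 counts in every library (5 of 126, exact 95% interval 1.30% to 9.02%) were listed again, against 18.5% to 32.4% in the other lines. For REC-1 the same test leaves a short day 6 list open. With the 6 lists brought down to the 200 events that it has of the 3 event types known on day 3, 2.64% of draws on average held none, and 0.31% to 10.1% in single lines. Random draws from the day 6 lists of other lines held as few of a line's day 3 events in 32.6% of cases for REC-1 and 88.1% for SU-DHL-4 (mean 7.34 against 13 in its own list), so in this the own lists were not set apart from those of other lines. A weak response in the least sensitive lines stays open as a biological explanation, and was not tested apart from a difference in library depth, which the files do not give for each library (the paper states 60000000 to 80000000 read pairs).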

How the results depend on the processing

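Alternatives that hold every table to a difference above 0.2, alone or with the copied tables left out, and those without SU-DHL-4 and REC-1 together were chosen after seeing the data, and all others before the data were examined. Of 615 alternative values for 54 results, 503 kept their direction and their side of the threshold or stayed within 1.5 times or the spread of the reported value, 97 moved further, 11 lost and 4 gained a call, and no called value changed its direction. In 19 alternatives a value that had passed no test changed its sign. The direction of skipped exons passed the test under all 21 alternatives on each day, from 69.4% to 77.0% on day 3 and from 72.3% to 78.7% on day 6, as did that of retained introns on day 3 (18.2% to 30.7%). The relation of day 3 events to sensitivity passed under all 17 alternatives (rho from -0.964 to -0.833), though without both lines at the ends of the order rho was -0.829 (exact p = 0.0583) and r -0.879 (exact p = 0.0222), and the comparison of p53 wild-type with mutant lines passed under none of 17 on either day. No recurrence of a gene list passed under any of 9 alternatives. No paired analysis was possible because the tables do not say which value belongs to which numbered library. Splice site strength was not run, since no genome sequence was used here, and alternatives that need counts leave out mutually exclusive exon events whose counts could not be read. Causes of the changes below were not tested beyond what an alternative removes by its construction.

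Stricter filters lower the number of events by construction. On day 3 and day 6, respectively, an FDR below 0.001 left 581 and 2572 events in Z-138, 1231 and 1827 in SU-DHL-6, 319 and 454 in JVM-2, 582 and 766 in SU-DHL-5, 346 and 610 in MAVER-1, 263 and 623 in MINO, 90 and 1654 in SU-DHL-4, 74 and 79 in REC-1, and 3486 and 8585 in all. A difference of at least 0.3 left 363 and 1345 in Z-138, 724 and 1037 in SU-DHL-6, 252 and 314 in JVM-2, 418 and 523 in SU-DHL-5, 302 and 509 in MAVER-1, 219 and 430 in MINO, 171 and 954 in SU-DHL-4, 140 and 151 in REC-1, and 2589 and 5263 in all. At least 20 counts in every library left 794 and 2601 in Z-138, 472 and 638 in JVM-2, 792 and 973 in SU-DHL-5, 509 and 746 in MAVER-1, 436 and 778 in MINO, 122 and 49 in REC-1, 126 in SU-DHL-4 on day 3, and 4776 and 9705 in all. Skipped exons alone numbered 680 and 2297 in Z-138, 1233 and 1617 in SU-DHL-6, 463 and 488 in JVM-2, 664 and 865 in SU-DHL-5, 526 and 647 in MAVER-1, 401 and 671 in MINO, 188 and 1517 in SU-DHL-4, 114 and 144 in REC-1, and 4269 and 8246 in all. Without the copied tables REC-1 had 172 events on day 3, which cover 3 of the 5 event types, and 146 with differences above 0.2 alone. With each library left out in turn and a difference of at least 0.2 required, 773 to 909 events remain in Z-138 on day 3, 694 to 742 in JVM-2 on day 6 and 1819 to 2110 in SU-DHL-4 on day 6. With all libraries and differences above 0.2 these were 839, 733 and 1965, so the higher floor, more than any library, lowers the number.

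The day 6 to day 3 ratio lost its call with at least 20 counts in every library (mean log2 0.85, exact p = 0.148). This alternative counts the copied tables of REC-1 on day 3 (122 events, 65 without them), so the lost call may rest on them. On day 6 the relation to sensitivity gained a call without JVM-2 (rho -0.786, exact p = 0.048), and without SU-DHL-4 (rho -0.786, exact p = 0.048; r -0.899, exact p = 0.00575). Retained introns on day 6 lost theirs at an FDR below 0.001 (26.0%, exact p = 0.0703). The excess of day 3 events in a line's own day 6 list lost its call with at least 20 counts (7.48 points, exact p = 0.0625) and with matching on the alternative part alone (7.36 points, exact p = 0.0547). Events in 2 or more lines on day 3 made up 12.3% at an FDR below 0.001, 5.96% at differences of at least 0.3, 14.3% with at least 20 counts, 9.02% above 0.2 in every table and 13.9% when matched on the alternative part alone. Those with a single direction on day 3 were 99.4%, 94.3% and 99.3% under the first 3 of these. On day 6, events in 2 or more lines were 9.29% at differences of at least 0.3, 18.2% with at least 20 counts, 13.1% above 0.2 in every table and 18.6% when matched on the alternative part alone, and those with a single direction 99.2% at an FDR below 0.001, 99.0% with at least 20 counts and 94.6% when matched on the alternative part alone. Cell cycle genes with an event numbered 27 and 33 (day 3 and day 6) at an FDR below 0.001, 22 and 28 at differences of at least 0.3, and 25 on day 3 with at least 20 counts. Skipped exon length on day 3 gained a call at differences of at least 0.3 (14.5 nt longer where lower, exact p = 0.0078). The reading frame difference on day 6 lost its call at an FDR below 0.001 (1.86 points), at differences of at least 0.3 (3.60 points) and with at least 20 counts (2.73 points). For MDM4 exon 6 the mean over lines was 0.266 with differences above 0.2 in every table (exact p = 0.0625) and 0.2525 to 0.291 with each library left out in turn and a difference of at least 0.2 required, which left 5 to 7 comparisons in 4 to 6 lines (exact p from 0.03125 to 0.125). With 5 lines, as where differences above 0.2 were required in every table, the exact test cannot give a p below 0.0625.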

Differences from the paper's values

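The paper's text gives no value for the measures computed here, and the 16 totals of events read by eye from Fig. 3A lay within 1.5 times the totals found here. The largest ratio was 1.23, for REC-1 on day 6. The totals for REC-1 on day 3 include tables that are copies of others, without which 172 events of 3 event types remain in place of 307.

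The paper states that MDM4 exon 6 skipping was reproducible in all cell lines except REC-1, from gapped alignment ratios and the rMATS FDR. By RT-PCR in a larger panel of lymphoma and breast lines it also reports the isoform switch in all but REC-1. There it found the full-length form almost absent before treatment. In the deposited tables the event is listed in 6 of 8 lines and not in MAVER-1 on either day. It is also not listed for MINO and SU-DHL-4 on day 3 or for SU-DHL-6 on day 6. REC-1 also has no such event on either day. Absence from these filtered lists leaves the inclusion level unknown in MAVER-1 and REC-1 alike. The 9 comparisons that list the event all have lower inclusion in the second group. None of the alternatives adds events to the tables, so none lists the event in MAVER-1, and gapped alignment ratios were not computed.

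The legend of Fig. 3A states an inclusion difference beyond 0.2 and 3 days of treatment. The deposited tables hold 5881 events with an absolute difference of 0.2 or less (26.4% of those with a readable difference), and the figure shows both days. Of the 9 MDM4 exon 6 events, 3 have a difference of 0.2 or less.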

Other observations

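Chosen after their result was seen were the 3 tests of technical explanations for the day 3 order, the test of the exon direction against the sensitivity rank, that of the exon direction by p53 status, and that of the reading frame between the days.

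Genes of B-cell receptor and NF-kB signalling had 81 of 86 skipped exon events (94.2%) lower in the second group, counted once per comparison, against 76.5% over all genes, and 17 of 26 retained intron events (65.4%) lower, against 20.1% over all genes. Most of these 17 are a single intron of CD79A that many comparisons list, and without CD79A 4 of 13 (30.8%) were lower. Of the 89 genes of this list 41 had an event. CD79A was listed in 7 lines with 31 events, all lower in the second group where a direction could be read, among them an intron at 0.852 in the first group and 0.408 in the second in SU-DHL-6 on day 6. MS4A1, which encodes the B-cell antigen CD20, was listed in 7 lines, and an 89 nt exon was at 1 and 0.494 in SU-DHL-5 on day 3. PLCG2, the phospholipase of B-cell receptor signalling, was listed in 5 lines and the kinase gene IKBKB in 4. Of the skipped exon events in apoptosis genes 67 of 70 (95.7%) were lower in the second group, in DNA repair genes 224 of 264 (84.8%), and in genes of RNA decay and export 44 of 51 (86.3%). Single genes can weigh heavily in such shares. BCL2L12 of the apoptosis list had 44 events of all types, 34 lower and 4 higher in the second group where a direction could be read. In DNA repair, FANCA, a Fanconi anaemia core complex gene, was at 0.882 and 0.101 for a 129 nt exon in SU-DHL-6 on day 6, and RAD52 at 0.896 and 0.379 for a 99 nt exon in MAVER-1 on day 3. NTHL1, a base excision repair glycosylase, had 20 events lower in the second group and 0 higher. PAN2 had 54 events higher in the second group and 4 lower, mostly through retained introns and splice sites. Of the skipped exon events in spliceosome and RNA processing genes 168 of 218 (77.1%) were lower, in chromatin modifier genes 125 of 162 (77.2%), and in genes of arginine methyltransferases and their substrates 23 of 27 (85.2%). Counting events of every type, PRMT7 had 3, all lower in the second group, and PRMT1 and PRMT3 had 2 each, all higher there. No list was tested for a direction apart from that of all skipped exons. Markers of other cell types had 1 event, an intron of CD3E in SU-DHL-5 on day 3.

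In the p53 pathway list 24 of 65 genes had an event, and 50 of 69 skipped exon events (72.5%) were lower in the second group. A 71 nt exon of MDM2 (chromosome 12, 68809016 to 68809086) went the other way, with a higher inclusion in the second group in all 5 comparisons that list it. Its inclusion was 0.072 in the first group and 0.355 in the second in Z-138 on day 3, 0.073 and 0.541 on day 6, 0.285 and 0.593 in SU-DHL-5 on day 3, 0.297 and 0.617 on day 6, and 0.083 and 0.238 in MINO on day 6. Z-138 and SU-DHL-5 are p53 wild-type and MINO is mutant, and the exon is not listed in JVM-2, the third wild-type line. TRIM22, a p53 target of Fig. 4D, had 14 events in 6 lines, and the 13 with a readable direction were all higher in the second group, the largest being an intron at 0.227 and 0.508 in SU-DHL-6 on day 6. BAX had an intron more retained in the second group on day 3 in Z-138 (0.224 and 0.383) and SU-DHL-5 (0.264 and 0.495), and a 52 nt exon that was lower in Z-138 on day 6 (1 and 0.717) and higher in REC-1 on day 3 (0.629 and 1). HNRNPH1, which the paper names as symmetrically dimethylated, had 25 events in 7 lines, of which 20 were lower in the second group. The lines did not share this direction, and every HNRNPH1 event of MINO was higher there. A 179 nt exon was lower in the second group in Z-138 (0.853 and 0.572) and SU-DHL-4 (0.856 and 0.641) on day 6, but higher in JVM-2 (0.436 and 0.724) on day 6. XPO1, the nuclear export receptor, had 39 events in 7 lines. CDKN1A and PRMT5 had no listed event. In mean number of lines with an event, the p53 pathway list had 2.83 against 2.20 in random lists (permutation test, p = 0.0392, adjusted p = 0.392) and the DNA repair list 2.54 against 2.23 (permutation p = 0.0792, adjusted p = 0.396), neither of which passed the correction over 10 lists. The means were 2.42 for the spliceosome list (adjusted p = 0.506), 1.97 for RNA decay and export (adjusted p = 0.506), 2.20 for chromatin modifiers (adjusted p = 0.584), 2.57 for apoptosis (adjusted p = 0.506), 2.22 for B-cell receptor and NF-kB signalling (adjusted p = 0.917) and 2.10 for arginine methyltransferases (adjusted p = 0.917), from the same permutation test.

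More sensitive lines had more splicing events on day 3. The number of events (log2) and the sensitivity rank of Fig. 3C, 1 being the most sensitive of 8 lines, had a Spearman rho of -0.905 (exact permutation p = 0.00456, adjusted p = 0.00913 over 4 relations) and a Pearson r of -0.880 (exact p = 0.00441, adjusted p = 0.00913). Without the 2 lines at the ends of the order, r was -0.879 (exact p = 0.0222) and rho -0.829 (exact p = 0.0583). On day 6 the relation was not past the threshold (rho -0.619, exact p = 0.115; r -0.655, exact p = 0.0666, adjusted p = 0.0888), r was -0.012 without the same 2 lines, and SU-DHL-4, with 2807 events, lay outside the order (r -0.899 without it, exact p = 0.00575). The paper relates gene expression changes to sensitivity and does not report this relation for splicing. The tables argue against an uneven floor of the inclusion difference and the copied tables as the source of the day 3 order, since with every table held to a difference above 0.2 and copied tables left out rho was -0.833 (exact p = 0.0154), and in skipped exons alone, whose tables are held for every comparison, -0.905 (exact p = 0.00456). A larger spread between libraries in less sensitive lines stays open, because the listed events had already passed a limit on the SD, and among them the spread and the rank had a rho of -0.252 (exact p = 0.549). Few counts stay open too. Among events with at least 20 counts in every library rho was -0.905 (exact p = 0.00456), but this minimum takes the most events from lines with few counts and so cannot tell the explanations apart. The paper states 60000000 to 80000000 read pairs per library, which limits a difference in depth, but the depth of each library is not in the files, so a difference within these limits stays open beside a stronger splicing response in sensitive lines, which is a hypothesis.

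The lower inclusion of most skipped exons in the second group was weighed in the same way. Because an exon near full inclusion has more room to fall than to rise, the share was computed for exons with a mean inclusion between 0.35 and 0.65. It was 75.2% on day 3 (747 events, exact sign-flip p = 0.0078) and 72.5% on day 6 (1783 events, exact p = 0.0156). The mean was taken over both groups, so it keeps exons near full inclusion in 1 group and far lower in the other. RPL17 in Z-138 on day 6 (0.919 and 0.118) is an example. The test therefore cannot exclude this explanation. Few counts do not account for the direction, since among exons with at least 100 counts in every library the share was 82.8% on day 3 (8 lines) and 84.0% on day 6 (7 lines). If it follows the response of each line to the compound, the share should fall with the sensitivity rank, and its rho was -0.524 on day 3 (exact p = 0.197) and -0.310 on day 6 (exact p = 0.462), which leaves this open. The share did not differ detectably between p53 wild-type and mutant lines (73.7% and 71.5% on day 3, exact permutation p = 0.768; 76.1% and 72.4% on day 6, exact p = 0.518).

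On day 6, exons that were lower in the second group were more often of a length that is not a multiple of 3 (62.3%) than exons that were higher (58.1%), by 4.13 percentage points (exact sign-flip test, p = 0.0156, 7 of 8 lines). On day 3 the difference was 1.26 points (exact p = 0.547), and the change between the days was not past the threshold (exact p = 0.148). The day 6 difference was smaller at an FDR below 0.001 (1.86 points, exact p = 0.328), at differences of at least 0.3 (3.60 points, exact p = 0.203) and with at least 20 counts in every library (2.73 points, exact p = 0.414). Median exon lengths were 116 nt for lower and 113 nt for higher exons on day 3 (exact p = 0.484) and 114 and 112 nt on day 6 (exact p = 0.531), but at differences of at least 0.3 the exons lower in the second group were 14.5 nt longer on day 3 (exact p = 0.0078).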
